# Fecal metatranscriptomics of macaques with idiopathic chronic diarrhea reveals altered mucin degradation and fucose utilization

**DOI:** 10.1186/s40168-019-0664-z

**Published:** 2019-03-18

**Authors:** Samuel T. Westreich, Amir Ardeshir, Zeynep Alkan, Mary E. Kable, Ian Korf, Danielle G. Lemay

**Keywords:** Metatranscriptomics, ICD, Macaque, Microbiome, RNA-seq, Dysbiosis, Pathology, Gut microbiome, Fecal microbiome, Mucin, Gastrointestinal, Diarrhea, Inflammation, Mucosal immunity, Metatranscriptome, Colitis

## Abstract

**Background:**

Idiopathic chronic diarrhea (ICD) is a common cause of morbidity and mortality among juvenile rhesus macaques. Characterized by chronic inflammation of the colon and repeated bouts of diarrhea, ICD is largely unresponsive to medical interventions, including corticosteroid, antiparasitic, and antibiotic treatments. Although ICD is accompanied by large disruptions in the composition of the commensal gut microbiome, no single pathogen has been concretely identified as responsible for the onset and continuation of the disease.

**Results:**

Fecal samples were collected from 12 ICD-diagnosed macaques and 12 age- and sex-matched controls. RNA was extracted for metatranscriptomic analysis of organisms and functional annotations associated with the gut microbiome. Bacterial, fungal, archaeal, protozoan, and macaque (host) transcripts were simultaneously assessed. ICD-afflicted animals were characterized by increased expression of host-derived genes involved in inflammation and increased transcripts from bacterial pathogens such as *Campylobacter* and *Helicobacter* and the protozoan *Trichomonas*. Transcripts associated with known mucin-degrading organisms and mucin-degrading enzymes were elevated in the fecal microbiomes of ICD-afflicted animals. Assessment of colon sections using immunohistochemistry and of the host transcriptome suggests differential fucosylation of mucins between control and ICD-afflicted animals. Interrogation of the metatranscriptome for fucose utilization genes reveals possible mechanisms by which opportunists persist in ICD. *Bacteroides* sp. potentially cross-fed fucose to *Haemophilus* whereas *Campylobacter* expressed a mucosa-associated transcriptome with increased expression of adherence genes.

**Conclusions:**

The simultaneous profiling of bacterial, fungal, archaeal, protozoan, and macaque transcripts from stool samples reveals that ICD of rhesus macaques is associated with increased gene expression by pathogens, increased mucin degradation, and altered fucose utilization. The data suggest that the ICD-afflicted host produces fucosylated mucins that are leveraged by potentially pathogenic microbes as a carbon source or as adhesion sites.

**Electronic supplementary material:**

The online version of this article (10.1186/s40168-019-0664-z) contains supplementary material, which is available to authorized users.

## Background

Rhesus macaques (*Macaca mulatta*) provide a close analog for humans for the study of various conditions, including SIV/AIDS, and are maintained in captive colonies for research purposes [1]. Captive macaque juveniles often develop idiopathic chronic diarrhea (ICD), characterized by repeated episodes of intestinal distress and intestinal inflammation, and lack the presence of known intestinal pathogens detectable by culture-based methods [2, 3]. Successive episodes of ICD cause chronic dehydration. ICD is responsible for the majority of non-medical captive macaque culls [2]. Although pathogenic bacteria have been observed in a minority of cases [4, 5], their presence is not a consistent disease marker. Antibiotics alleviate acute outbreaks, but symptoms re-emerge weeks or months after treatment. Roughly 3–5% of all captive macaques in colonies at the California National Primate Research Center (CNPRC) develop ICD annually [2]. ICD in macaques phenotypically resembles a sub-category of ulcerative colitis in humans in which the ulcers are microscopic. ICD is histologically characterized by lymphocytic, plasmacytic inflammation of lamina propria, goblet cell depletion, crypt hyperplasia, and abscesses [2, 3, 6]. Prior work demonstrated that microbial diversity is decreased in macaques with colitis [7] and that therapeutic helminth infection ameliorates the clinical symptoms of ICD that are associated with the restoration of microbial diversity [3]. However, it is not yet known which features of a microbiome, beyond diversity, are protective against ICD.

Composition of the species dwelling in the gut microbiome varies with diet [8–10], host genetics [11], and a mixture of other genetic and environmental variables [12]. The majority of microbial species in the colon subsists on breakdown products of complex polysaccharides, derived either from the host diet or from host-derived mucins [8, 13, 14]. When adequate fiber is not provided through diet, or as a result of other triggers that are not yet fully understood, the microbiome may dynamically change activity and enzyme production may change when food sources are switched. Increased microbial consumption of host epithelial mucin degrades the barrier matrix between the microbiome and intestinal wall faster than it may be replenished by goblet cells, leading to increased contact between the microbiome and the epithelial wall, greater pathogen susceptibility, and potential invasion by opportunistic pathogens [8, 15–17]. Thus, although inflammation and disease may be triggered by opportunistic pathogens, their ability to gain access to the intestinal wall may be due to a weakening of the mucosal matrix from increased microbial degradation and consumption of the mucin layer [18].

Recent observations of the gut microbiome have focused less on individual species and more on the set of functional niches, each filled by one or more “specialist” capable of preferentially consuming a particular substrate [18]. Evaluation of these activities is possible through application of metagenomic or metatranscriptomic approaches. Although 16S rRNA studies of rhesus macaques have examined the makeup of the macaque gut microbiome [2, 3, 7, 19, 20], there is a lack of understanding about host-microbe and microbe-microbe relationships in ICD. Metatranscriptomics—the genes expressed by all organisms in a sample—can provide observability into which organisms are present and what they are doing [21]. We therefore conducted a metatranscriptomics study of fecal samples from macaques with ICD and their controls to test the hypothesis that ICD is associated with increased gene expression by mucin-degrading bacteria and/or pathogens. We first investigated host-derived transcripts to confirm that inflammation is increased in ICD. We next surveyed the community-wide bacterial metatranscriptome and screened the transcriptomes for specific known bacterial and non-bacterial pathogens. We then probed transcripts specifically from mucin-degrading bacteria and mucin-degrading enzymes. Upon discovering an increase in bacterial fucosidases, we investigated the differential fucosylation of colon sections via immunohistochemistry and further analyzed the metatranscriptome for fucose utilization. The metatranscriptomes suggest two mechanisms by which bacterial pathogens leverage fucosylated mucins in ICD.

## Results

### Host macaque transcripts confirm increased inflammation in ICD

Prior reports of ICD indicate that it is a form of inflammatory bowel disease of the colon [2, 3]. To verify this phenotype in our samples, we investigated the host transcriptome, which is known to include intestinal epithelial cells of the colon that are exfoliated in fecal samples [22]. RNA reads mapped to rhesus macaque (host) proteins were examined to compare host transcript abundance in control and ICD samples. There were 562 host transcripts that were robustly increased in ICD (log2 fold change ≥ 2 relative to control; adjusted *p ≤* 0.05) and 358 host transcripts increased in control animals (log2 fold change ≥ 2 relative to ICD; adjusted *p* ≤ 0.05). Functional enrichment analyses yielded major clusters for transcripts increased in ICD, including “collagen/extracellular matrix(ECM)”, “ECM-receptor interaction/PI3K-AKT signaling,” “inflammatory bowel disease”, and “Toll-like receptor signaling pathway.” Upstream regulator analysis revealed well-known inflammatory regulators interferon gamma (IFNγ), tumor necrosis factor (TNF), interleukin-1 beta (IL1β), and interferon alpha (IFNα) as highly significant (− log(*p*-value) > 30) in ICD animals relative to controls. For host transcripts that were elevated in control relative to ICD, there were no significant upstream regulators.

Ten host transcripts were 32× higher in ICD than controls (Fig. 1). Prostaglandin G/H synthase 2 (PTGS2, also known as cyclooxygenase-2 or COX-2) is a downstream target of innate immune signaling via the Toll-like receptor 4 (TLR4) signaling pathway. Formin-like protein 1 (FMNL1) is a major component of macrophage podosomes, which is an integrin-based structure that is unique to invasive cells [23]. Protein S100-A9 forms a heterodimer with S100-A8 (also increased in ICD, log2 fold change = 3.80, adjusted *p* = 0.0002). This heterodimer is known as calprotectin, which comprises more than half of the cytosolic protein in neutrophils [24]. Fecal calprotectin is frequently used as a marker of intestinal inflammation [25]. Interleukin-8 precursor (IL-8, also known as CXCL8) is expressed by intestinal epithelial cells to recruit neutrophils from the lamina propria to the epithelium [26]. Pleckstrin (PLEK) is most highly expressed in neutrophils and macrophages (using GeneVisible [27]). Interleukin-1 beta (IL1β) is a pro-inflammatory cytokine that is secreted by activated macrophages and also by colonocytes [28]. Indoleamine 2,3-dioxygenase 1 (IDO1) is an enzyme that is the rate-limiting step in tryptophan catabolism. IDO1 is highly expressed by antigen-presenting cells to reduce tryptophan levels in the local microenvironment, which reduces activated T cell responses and promotes regulatory T cell activity [29]. In addition to antigen-presenting cells, colonocytes also express IDO1 during inflammation [30]. Granulocyte colony-stimulating factor receptor (CSF3R, also known as CD114) is expressed by neutrophils [31]. Myeloid cell nuclear differentiation antigen (MNDA) can be expressed by innate immune cells or intestinal epithelial cells to activate inflammasomes [32]. TLR4 is a receptor expressed by intestinal epithelial cells that recognize bacterial PAMPs, such as lipopolysaccharide [33]. Taken together, these most highly differentially expressed genes suggest that the stool samples from animals with ICD contain cells which express a pro-inflammatory profile.

**Fig. 1:**
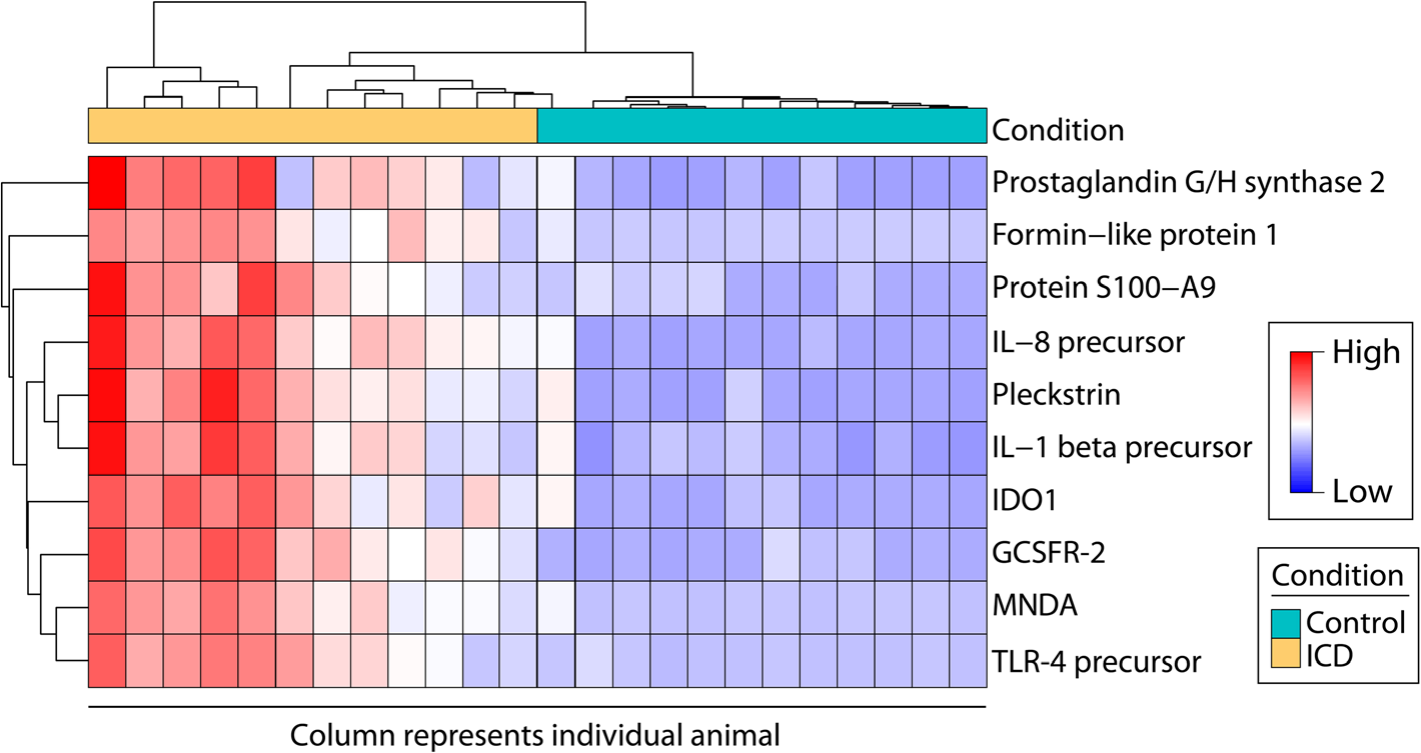
Top ten host transcripts with the greatest fold change in ICD relative to control samples. All transcripts shown were significantly differentially abundant between ICD and control samples. Heatmap color indicates relative log2 fold change per transcript, compared with the average expression level: red indicates higher than average and blue indicates lower than average. Samples (*x*-axis) were hierarchically clustered by expression profile. Colors at the nodes of the top dendrogram indicate control (cyan) or ICD (yellow) samples

To determine which host cell types might be differentially present in the stool samples, the expression of cell marker-associated genes were examined. Keratins KRT8, KRT18, KRT19, and KRT20 were all more highly expressed in ICD, confirming that exfoliated colonocytes were present in the stool and more abundant in ICD. Genes CD14, CD44, CD53, and CD97 were more highly expressed in ICD, suggesting that a heterogeneous population of leukocytes may be present in ICD. The high expression of CSF3R, S100-A8, and S100-A9 was supportive of the presence of neutrophils. Thus, the host transcriptome provided some evidence that there were more exfoliated colonocytes and leukocytes in the stool of ICD-afflicted animals compared with controls. Collectively, the host cells in stool from animals with ICD included colonocytes as well as leukocytes, and these cells exhibited a pro-inflammatory transcriptional program.

### Fecal metatranscriptomes had decreased diversity in ICD samples and clustered by phenotype

Using all RNA-Seq reads that mapped to bacterial proteins, diversity among the microbial populations was calculated based on transcript abundances, with a 0.1% abundance cutoff threshold for organism identification at the genus level. 

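Fecal RNA from 12 animals with ICD and 12 control animals was sequenced as 1 library per animal, and the authors deposited read counts for each animal without normalization. One set holds the count of reads annotated to each organism name among the bacterial proteins of RefSeq, and the other holds the count of reads annotated to each protein name. Each deposited count is listed with its percent of the total. Organism counts added up to between 11748743 and 36404786 per animal, with a median of 27010417 in ICD and 22174501 in controls. The organism total was 0.434 of the protein total in ICD animal 8 and 0.786 of it in ICD animal 6, and between 0.982 and 1.04 of it in the other animals. The first word of each organism name was taken as the genus, which gave 1520 genera, and the first 2 words as the species, which gave 6303 species. For the diversity measures, genera under 0.1% of a sample's counts were dropped in that sample and the remaining shares were rescaled. A level of 3 counts corresponds to between 0.0824 and 0.255 CPM (counts per 1000000 counts) across these totals, a floor that covers counting error only. The sequencing lane of each animal was not used here. The paper states that the groups were approximately matched for their early and recent environment. It also states that animals were intermittently housed in pairs, with ICD and control animals apart, so effects of separate housing and of group cannot be told apart. Which animals shared a cage was not used here, and the tests treat all animals as independent.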

Comparison of the calculated diversity metrics between samples from control and ICD-afflicted animals showed a significant decrease in diversity in ICD. Using the Shannon diversity calculation, controls had an average diversity score of 3.28, compared with the ICD-associated average diversity score of 1.93 (*p* = 1.245e−5) (Fig. 2a). Similarly, by the Simpson diversity calculation, there was a higher average diversity among control samples when compared with ICD (0.906 vs. 0.656, *p* = 2.380e−5) (Fig. 2b).

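Shannon diversity calculated with natural logarithms from the deposited counts was 2.21 ± 0.360 (SD, n = 12) in ICD samples and 3.44 ± 0.313 (SD, n = 12) in control samples. The difference in means was -1.22 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p these resamples can give). In 11 of the 12 ICD samples, Shannon diversity was below that of every control sample. Leaving out Prevotella counts moved the difference most, to -0.497 (p = 1e-05 from the same test). With each animal left out in turn, the difference stayed between -1.30 and -1.18.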

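Simpson diversity, calculated as 1 minus the sum of squared genus shares, was 0.724 ± 0.0827 (SD, n = 12) in ICD samples and 0.932 ± 0.0364 (SD, n = 12) in control samples. The difference of -0.208 was larger than the spread between animals (two-sided permutation test, p = 1e-05), and 11 of the 12 ICD samples were below every control sample. The difference was smaller with Prevotella counts left out, at -0.0463, and at species level, at -0.0370 (p = 1e-05 for each from the same test). From the lower averages of both measures, the paper concludes that diversity was decreased in ICD.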

**Fig. 2:**
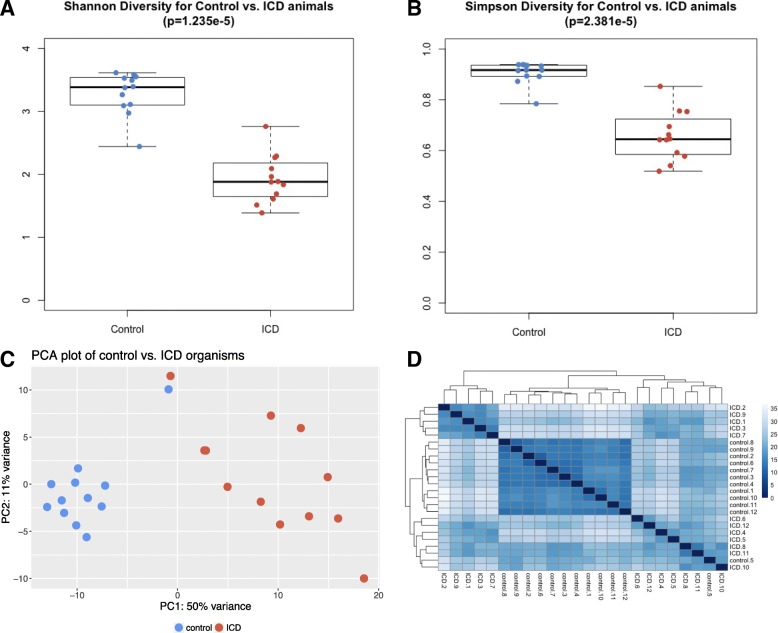
Fecal microbiome diversity differs in ICD compared with controls. Transcript abundances summarized by organism at the genus level were used to calculate Shannon (**a**) and Simpson (**b**) diversity measures. **c** PCA plot of control (red) and ICD (blue) organism metatranscriptome profiles. **d** The heatmap shows the pairwise distances between every pair of whole metatranscriptomes (including pairs of self against self). The darkness of the blue color in the heatmap indicates the Euclidean distance of the variance-stabilized count data from dark blue (smallest distance) to white (largest distance) between each pair of samples. Samples were clustered hierarchically. The dendrograms show the distances between samples with larger branch lengths indicating greater distances

Using the same organism transcript abundance measurements with the 0.1% threshold, a principal component analysis (PCA) (Fig. 2c) demonstrated that control and ICD phenotypes clearly segregated, with greater variation seen across ICD samples when compared to the control samples. 

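For the principal component analysis, counts of the 70 genera with a mean share of at least 0.1% were transformed with DESeq2's variance-stabilizing transformation and centred without scaling. PC1 held 60.5% of the variance and PC2 held 9.14%. Scores on PC1 were 7.63 ± 3.95 (SD, n = 12) in ICD samples and -7.63 ± 3.45 (SD, n = 12) in control samples, a difference of 15.3 (two-sided permutation test, p = 1e-05). In 11 of the 12 ICD samples the PC1 score was above that of every control sample. When the features were the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples, PC1 held 50.0% of the variance and PC2 held 11.9%, and all 12 ICD samples scored above every control sample on PC1. With the 500 most variable functions, 8 of the 12 ICD samples did.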

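Samples were clustered by complete linkage on Euclidean distances between their variance-stabilized genus counts. A cut into 2 clusters placed 11 of the 12 control samples together with no ICD sample among them. The mean pairwise distance was 9.63 among control samples, 12.0 among ICD samples and 18.4 between the groups.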

Hierarchical clustering of whole transcriptomes also showed clustering of control samples (Fig. 2d). However, ICD-associated metatranscriptomes split into two clusters, with some ICD samples (ICD.8, ICD.11, ICD.10) more similar to controls than to other ICD samples. These data suggest greater heterogeneity among the ICD samples. 

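In the same clustering, the other cluster held the 12 ICD samples and control 17. Sample numbers here are the animal numbers of the sample labels, which may differ from those the paper uses for its clustering. With the cut at 3 clusters, ICD samples 3, 5, 7 and 8 grouped with control 17 and the other 8 ICD samples formed a cluster of their own. With the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples in place of the abundant genera, the cut into 2 clusters placed ICD samples 5, 7 and 8 with the 12 control samples and the other 9 ICD samples apart. With the 500 most variable functions, it placed ICD sample 1 with 11 control samples, and control 17 with the other 11 ICD samples. The library of ICD animal 1 may hold reads from that of control 19, so its place in that clustering is uncertain.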

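The distance of each sample to the centroid of its group was 8.15 ± 2.07 (SD, n = 12) in ICD samples and 6.49 ± 1.98 (SD, n = 12) in control samples. The difference of 1.66 did not pass a threshold of 0.05 (two-sided permutation test, p = 0.0569). With the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples, the difference was 4.87 (p = 0.00135 from the same test). It was 0.706 (p = 0.964) with the 500 most variable functions and 0.969 (p = 0.0707) with log2 CPM of the abundant genera. With each animal left out in turn, the difference among the abundant genera ranged from 0.758 to 2.63. From the clustering of the samples, the paper proposes a greater heterogeneity among ICD samples.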

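The mean distance to the 12 ICD samples was smallest for control 17, at 11.7, and its mean distance to the other control samples was 13.1. The mean distance to ICD samples was 21.1 for control 13, 18.5 for control 14, 17.1 for control 15, 18.1 for control 16, 17.9 for control 18 and 16.2 for control 19. It was 19.5 for control 20, 18.3 for control 21, 20.7 for control 22, 22.2 for control 23 and 19.6 for control 24. Each of these other 11 control samples was closer on average to control samples, at mean distances between 8.01 and 11.4. Every ICD sample was closer on average to ICD samples than to control samples.

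**Figure D1:**
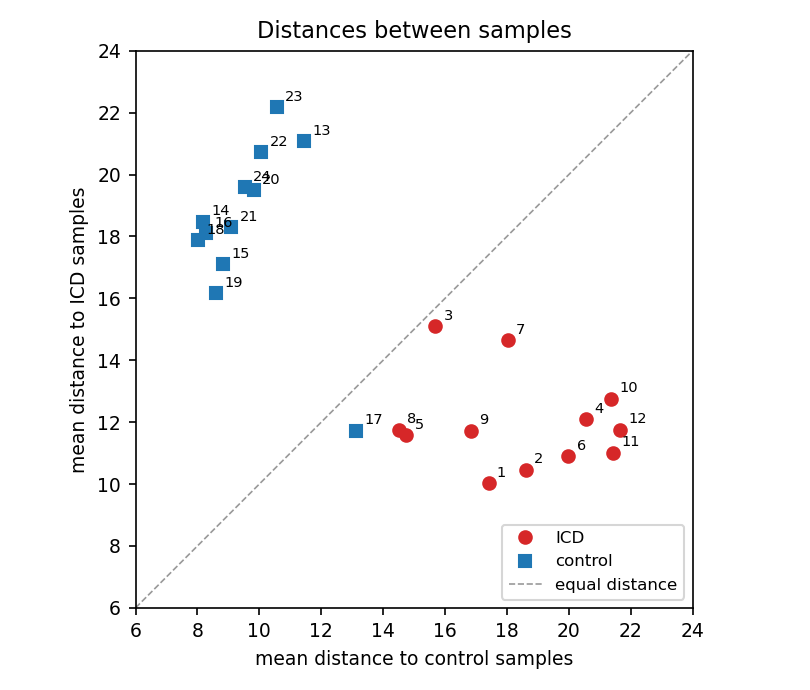
Mean Euclidean distance of each sample to the control samples (x axis) and to the ICD samples (y axis), from variance-stabilized counts of 70 genera, with animal numbers beside the points. Control 17, at 13.1 and 11.7, is the control sample that lies below the dashed line of equal distance.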

In both the PCA and clustering analyses, control animal 5’s metatranscriptome was more similar to the ICD animals than other controls. Upon re-inspection of life histories, individual macaque control 5 was in the hospital for more days than any other control animal, so it is possible that this animal was not truly a healthy control. However, for the purposes of the remaining analyses, this sample was retained among the controls. In summary, microbial transcriptome diversity was decreased in ICD samples, but heterogeneity between ICD samples was increased.

### Control and ICD samples harbored significant differences in organism-specific gene expression

Using all mRNA reads mapped to bacterial organisms, transcript counts were summarized at the genus level. The genera with the highest transcript abundances in control samples included *Prevotella*, *Bacteroides*, *Treponema*, *Ruminococcus*, *Clostridium*, *Streptococcus*, *Oscillibacter*, *Megasphaera*, *Bacteroidales*, and *Eubacterium* (Fig. 3). 

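In control samples, the mean share of organism counts was 15.4 ± 7.57% (SD, n = 12) for Prevotella, 7.84 ± 1.49% for Bacteroides, 6.39 ± 2.90% for Treponema and 4.89 ± 1.34% for Ruminococcus. Clostridium held 4.73 ± 0.571%, Streptococcus 4.00 ± 2.39% and Oscillibacter 3.63 ± 0.712%. Organism names that begin with the order Bacteroidales held 2.75 ± 0.838%, Eubacterium held 2.38 ± 0.608% and Megasphaera held 2.26 ± 1.94%.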

The genera with the highest transcript abundances in ICD samples included *Prevotella*, *Bacteroides*, *Megasphaera*, *Eubacterium*, *Clostridium*, *Ruminococcus*, *Roseburia*, *Faecalibacterium*, *Parabacteroides*, and *Lactobacillus*. 

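In ICD samples, the mean share of organism counts was 45.9 ± 8.90% (SD, n = 12) for Prevotella and 11.2 ± 1.77% for Bacteroides. The share of Prevotella was above that of every control sample in 11 of the 12 ICD samples, and the share of Bacteroides in 8. Megasphaera held 4.75 ± 1.89%, Eubacterium 2.94 ± 0.912%, Clostridium 2.54 ± 0.748% and Ruminococcus 2.33 ± 1.27%. Roseburia held 1.97 ± 0.599%, Faecalibacterium 1.71 ± 0.744%, Lactobacillus 1.57 ± 1.92% and Parabacteroides 1.53 ± 0.867%. Of the 10 genera with the highest mean share in each group, 6 were shared by both groups.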

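The share of organism counts outside the 10 most abundant genera of each group was 23.5 ± 5.58% (SD, n = 12) in ICD samples and 45.7 ± 6.25% (SD, n = 12) in control samples. The difference of -22.2 percentage points was larger than the spread between animals (two-sided permutation test, p = 1e-05), and 11 of the 12 ICD samples were below every control sample. Outside the 14 genera that were among the 10 most abundant of either group, the difference was -19.8 percentage points (p = 1e-05), and 10 of the 12 ICD samples were below every control sample. With Prevotella counts left out before shares were taken, the difference was -10.3 percentage points (p = 1e-05 from the same test).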

Although many genera were common between both control and ICD samples, their relative transcript abundances differed; importantly, the “Other” category (all other genera not represented by the ten most abundant) was significantly greater in control samples (Fig. 3). 

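Genus counts were compared between ICD and control samples with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Of the 926 genera with at least 10 counts in at least 12 samples, 495 had an adjusted p of at most 0.05, with 251 higher in ICD and 244 lower. The TMM factors averaged 0.673 in ICD samples and 1.58 in control samples. When library totals were the only scaling, which moved these counts most, 40 genera were higher in ICD and 787 lower, and the median log2 fold change of the tested genera was -1.22 in place of -0.0072. With each animal left out in turn, from 461 to 530 genera passed the threshold.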

Examination of differential gene expression revealed many differences between ICD and controls with 732 bacterial genera, out of 1511 total detected, showing significantly different expression levels (Additional file 1). Among the genera with the highest transcript abundances, the largest difference was observed in *Prevotella*, which were greatly increased (2.7-log2 fold change, adjusted *p* = 2.68e−16) in the ICD-afflicted animals relative to controls*.* There were also increases in ICD in *Bacteroides* (1.8-log2 fold change, adjusted *p* = 1.09e−13), *Megasphaera* (2.0-log2 fold change, adjusted *p* = 4.82e−6), *Selenomonas* (2.2-log2 fold change, adjusted *p* = 3.56e−14), and *Campylobacter* (2.7-log2 fold change, adjusted *p* = 2.54e−9), whereas there was a decrease in *Treponema* (1.7-log2 fold decrease, adjusted *p* = 7.2e−14). Thus, while many genera expressed genes in both control and ICD samples, their relative expression differed substantially between the two phenotypes, with the largest significant fold changes being among abundant organisms in *Prevotella* and *Campylobacter* genera.

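In the TMM-normalized counts, the log2 fold change was 2.83 (standard error 0.35, adjusted p = 8.7e-07 from edgeR's quasi-likelihood test) for Prevotella and 1.85 (standard error 0.24, adjusted p = 1.4e-06) for Bacteroides. It was 2.24 (standard error 0.45, adjusted p = 0.000195) for Megasphaera, 2.31 (standard error 0.30, adjusted p = 1.3e-06) for Selenomonas and 2.85 (standard error 0.50, adjusted p = 5.4e-05) for Campylobacter. Treponema had a log2 fold change of -1.77 (standard error 0.23, adjusted p = 1.2e-06), and all 12 ICD samples were below every control sample. By library totals alone, the log2 fold change was 1.58 for Prevotella, 0.52 for Bacteroides, 1.07 for Megasphaera, 0.87 for Selenomonas, 1.55 for Campylobacter and -2.97 for Treponema, each with an adjusted p under 0.05.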

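Among the 33 genera that were higher in ICD and held a mean share of at least 0.1% in either group, Haemophilus had the largest log2 fold change, at 3.24 (standard error 0.55, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test). Its mean share was 0.138% in ICD samples and 0.0411% in control samples. Campylobacter ranked 3 and Prevotella ranked 4 by log2 fold change. In 2 of these genera, every ICD sample was above every control sample: Haemophilus and Vibrio, which had a log2 fold change of 1.83 (standard error 0.20). In 2 genera with that share, every ICD sample was below every control sample: Treponema and Spirochaeta, which had a log2 fold change of -0.96 (standard error 0.11). The log2 fold change of Ruminococcus was 0.10 after TMM normalization and -1.07 with library totals only, and that of Clostridium was 0.35 and -0.89.

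**Figure D2:**
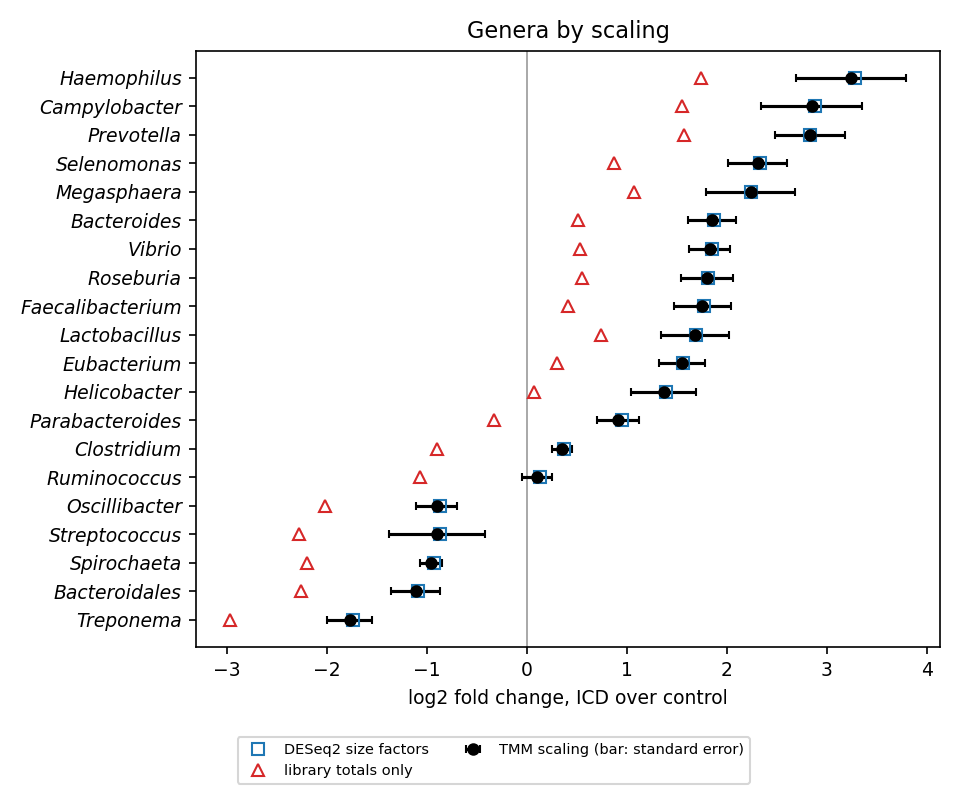
Log2 fold change of ICD over control for 20 genera (x axis) after TMM normalization, with DESeq2's size factors and with library totals only. Points for library totals lie below the TMM points in every genus drawn, and Clostridium, Ruminococcus and Parabacteroides change sign between them.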

**Fig. 3:**
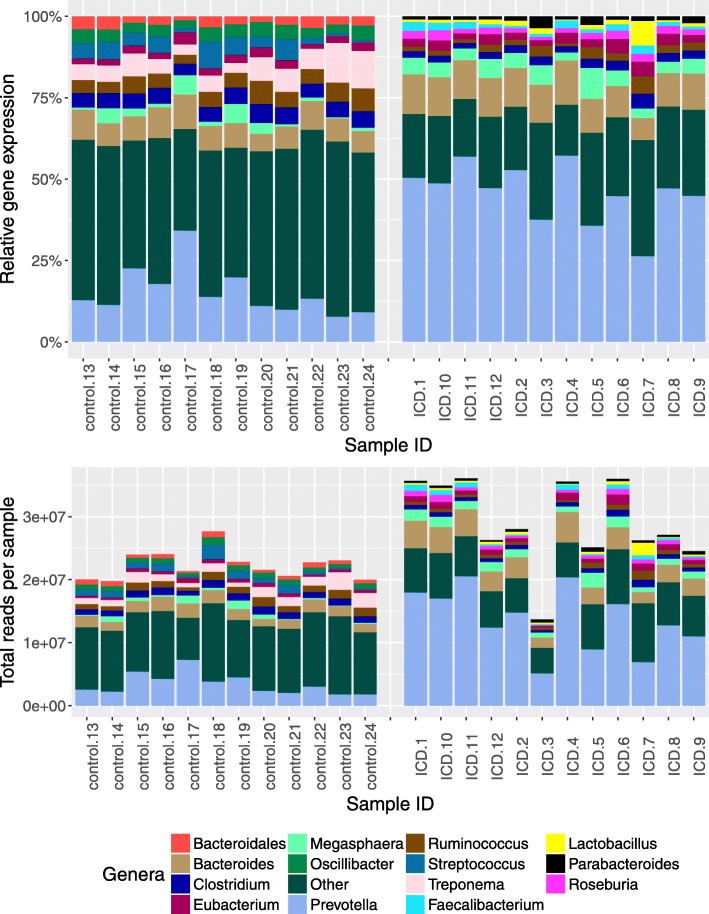
Composition of genera with the highest number of transcripts in stool samples from control and ICD-afflicted macaques. Stacked bar graphs are relative (top) and absolute (bottom) transcript counts per genus in each sample. Only the top ten genera from either control or ICD samples are depicted; all remaining genera are summarized as the “Other” category (dark green)

### Community-wide and *Prevotella*-specific transcriptomes suggest differences in nutrient availability between control and ICD samples

To further explore microbial community-wide differences in the metatranscriptomes between control and ICD samples, reads were mapped to a database derived from the SEED Subsystems hierarchy [34]. Comparison of the ICD cases to controls revealed changes even at the broadest (level 1) SEED hierarchy categories. The largest increases were in membrane transport (1.23-log2 fold increase, adjusted *p* = 1.76e−29), sulfur metabolism (0.75-log2 fold increase, adjusted *p* = 1.20e−13), and carbohydrate-linked functions (0.58-log2 fold increase, adjusted *p* = 7.72e−23). Notable decreases in ICD-afflicted microbiome functions were seen in the categories of secondary metabolism (2.02-log2 fold decrease, adjusted *p* = 2.82e−8), dormancy and sporulation (1.16-log2 fold decrease, adjusted *p* = 3.59e−7), nitrogen metabolism (0.99-log2 fold decrease, adjusted *p* = 7.1e−6), and iron acquisition and metabolism (0.98-log2 fold decrease, adjusted *p* = 9.84e−13). (Fig. 4). Within the sulfur metabolism category, one significantly increased enzyme was sulfatase (1.8-log2 fold increase, adjusted *p* = 9.92e−7), which may be one of the inflammation-contributing factors [35]. The SEED level 2 annotations “Central carbohydrate metabolism,” “Monosaccharides,” “Polysaccharides,” and “Di- and oligosaccharides” were all increased in ICD (Additional file 2), suggesting ample access to carbon sources [35]. Thus, the overall functional annotation of the bacterial community-wide transcriptome suggests that the fecal microbiome from ICD had better access to nutrients than the control fecal microbiome. This may possibly be due to the faster transit time of diarrhea, which has been shown to alter microbial composition, diversity, and activity [36].

**Fig. 4:**
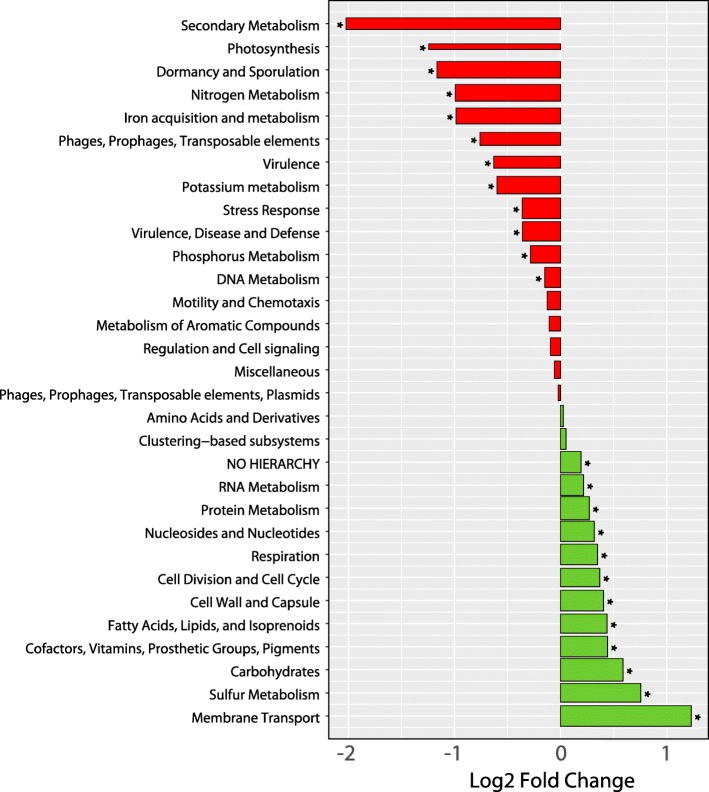
Log2 fold change in ICD cohort relative to controls of all 31 level 1 (top level) categories listed in the SEED Subsystems hierarchy. Functional annotations that are decreased (in ICD relative to controls) are colored in red; increased in ICD are in green. The width of each bar is proportional to the number of transcripts with that annotation. Asterisks indicate significantly differentially expressed categories in ICD relative to controls (*padj* ≤ 0.05)

To determine whether the functional differences of the ICD metatranscriptome may be due to faster-growing microbes in the fecal samples as would be typical of the small intestine, we examined annotations related to growth rate. Epithelial cells of the small intestine have a higher turnover rate than cells in the colon [37], and shorter transit times (e.g., diarrhea) have been linked to faster growth of some microbial species [38]. At the community level, “DNA replication” was not significantly different between control and ICD, but the level 3 annotation, “RNA_polymerase_bacterial” was increased in ICD (log2 fold change 0.55, *p* = 0.0001). The concentration of RNA polymerase is known to increase during exponential growth [39]; thus, it is possible that fecal microbes in ICD were growing faster than fecal microbes in controls, which would be consistent with more simple carbohydrate sources reaching the distal colon.

Given that *Prevotella* had greater relative abundance of transcripts in ICD, we investigated the functional annotations of genes specifically expressed by this genus. The largest significant increases in ICD relative to control samples were in the categories of respiration (0.74-log2 fold increase, adjusted *p* = 5.35e−25) and membrane transport (0.68-log2 fold increase, adjusted *p* = 9.98e−24). The largest significant decreases were in the categories of stress response (0.89-log2 fold decrease, adjusted *p* = 1.32e−13), potassium metabolism (0.70-log2 fold decrease, adjusted *p* = 3.03e−5), and phage and transposable elements (0.59-log2 fold decrease, adjusted *p* = 9.82e−7) (Additional file 3). Like the community-wide metatranscriptome, the *Prevotella*-specific transcriptome also had increased “Central carbohydrate metabolism,” “Monosaccharides,” “Polysaccharides,” and “Di- and oligosaccharides” in ICD relative to controls. We next asked whether *Prevotella* had greater “DNA replication” in ICD, but there was actually a slight decrease (− 0.14-log2 fold, adjusted *p* = 0.0041). “RNA_polymerase_bacterial” was statistically unchanged. In summary, the *Prevotella*-specific transcriptome suggests that *Prevotella* in fecal samples of animals with ICD may have had greater access to nutrients without being in an exponential stage of growth.

### Transcripts from bacterial pathogens were more abundant in ICD animals

Several pathogenic species have been previously linked with ICD [2–4], although none has definitively been proven to be responsible for the condition. We therefore examined the metatranscriptome data for transcripts that mapped to these known pathogens: *Camplyobacter coli* (*C. coli*), *Camplyobacter jejuni* (*C. jejuni*), *Helicobacter pylori* (*H. pylori*), *Shigella flexneri* (*S. flexneri*), and *Yersinia enterocolitica* (*Y. enterocolitica*). 

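Counts of 5 species were taken from the organism names. In control samples, between 1673 and 5381 counts per animal fell on Campylobacter coli, between 2751 and 9543 on Campylobacter jejuni and between 2009 and 5335 on Helicobacter pylori. Shigella flexneri had between 74 and 314 counts per control animal, and Yersinia enterocolitica had between 573 and 1912.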

Interestingly, some gene expression for all of these pathogens was detectable even in control samples. However, relative transcriptional abundances of all of these known bacterial pathogens were significantly higher in the ICD samples (Fig. 5). 

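Of these 5 species, 4 were higher in ICD at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, fitted among 2404 species. Helicobacter pylori had a log2 fold change of 1.01 (standard error 0.20, adjusted p = 0.000239) and Yersinia enterocolitica one of 0.56 (standard error 0.13, adjusted p = 0.00123). Shigella flexneri had a log2 fold change of 0.73 (standard error 0.34, adjusted p = 0.0761), and 10 of the 12 ICD samples were above the control median. With DESeq2's test, the adjusted p of Shigella flexneri was 0.0464, and without a filter on low counts it was 0.0603. By library totals alone, the log2 fold change was -0.21 for Helicobacter pylori, -0.38 for Shigella flexneri and -0.68 for Yersinia enterocolitica, and the median over all species was -1.18. From the higher levels in ICD, the paper states that all of these pathogens were more abundant in transcripts in ICD.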

The largest differences between control and ICD were in *Campylobacter* species.

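TMM-normalized CPM were 350 ± 281 (SD, n = 12) in ICD samples and 84.6 ± 38.2 (SD, n = 12) in control samples for Campylobacter coli, a log2 fold change of 2.05 (standard error 0.35, adjusted p = 3.9e-05 from edgeR's quasi-likelihood test). For Campylobacter jejuni they were 625 ± 578 (SD, n = 12) in ICD samples and 129 ± 59.2 (SD, n = 12) in control samples, a log2 fold change of 2.28 (standard error 0.37, adjusted p = 2.6e-05). In each of these species, 8 of the 12 ICD samples were above every control sample. Scaled by library totals only, the log2 fold change was 0.85 for Campylobacter coli and 1.05 for Campylobacter jejuni.

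**Figure D3:**
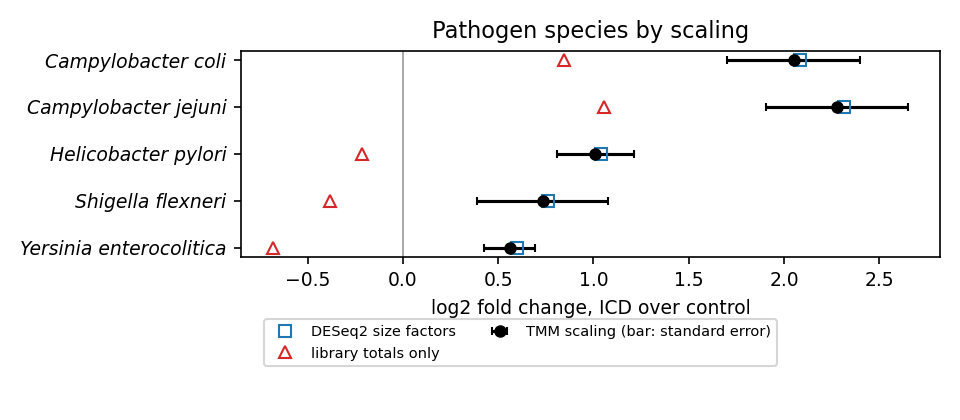
Log2 fold change of ICD over control for 5 species (x axis) after TMM normalization, with DESeq2's size factors and with library totals only. Campylobacter jejuni, at 2.28, and Campylobacter coli, at 2.05, stay above 0 under each scaling, and Helicobacter pylori, Shigella flexneri and Yersinia enterocolitica fall below 0 with library totals.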

**Fig. 5:**
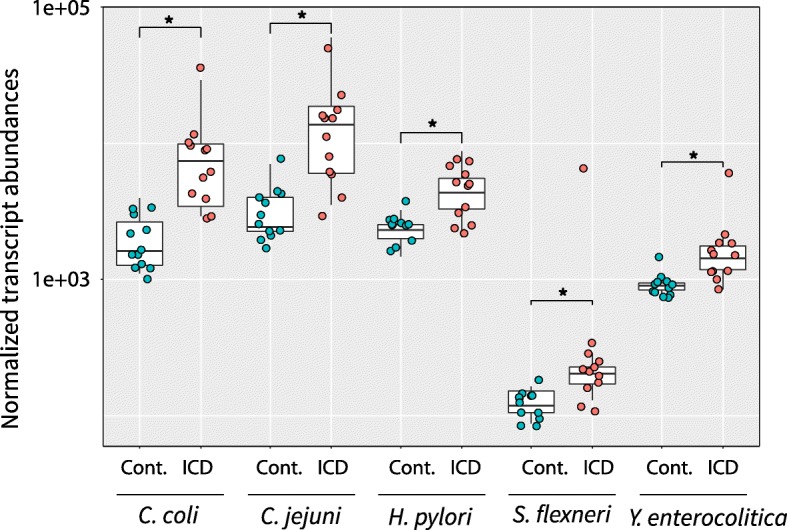
Normalized transcript abundance levels associated with known pathogens in control and ICD samples. Boxplots summarize the distributions of transcript abundances for each pathogen in each control (blue) or ICD (red) samples with individual samples denoted by dots. Stars indicate statistical significance of differences between control and ICD samples (*padj* ≤ 0.05). Normalized transcript abundances are shown on a log scale

### Screening of fungi, protozoa, and archaea yielded potential non-bacterial opportunists

To determine whether non-bacterial opportunists may potentially be active in ICD, fecal metatranscriptome reads were mapped to fungal, protozoan, and archaeal databases. The fungus, *Sordaria macrospora*, had higher transcript abundances in ICD (3.18-log2 fold increase, adjusted *p* = 6.33e−07). Another species from this genus, *Sordaria fimicola*, is known to be present in mammalian dung [40]. *Sordaria fimicola* was not in the reference data set, nor was any other species of *Sordaria*, so it is possible that the active species in macaques was *Sordaria fimicola* due to the limitations of the data. Interestingly, transcripts associated with the known fungal opportunist, *Candida albicans*, were not differentially abundant between control and ICD animals.

Non-human primates are vulnerable to several enteric protozoa, including *Entamoeba histolytica*, *Giardia lamblia*, *Cryptosporidium parvum*, *Cyclospora cayetanensis*, and *Balantidium coli* [41]. *E. histolytica* and *G. lamblia* were among the protozoans with the highest gene expression in this cohort, but their transcripts were not differentially abundant between control and ICD animals. RNA-Seq reads mapping to *Cryptosporidium parvum* were relatively lower in this cohort, compared with *E. histolytica* and *G. lamblia*, and reads mapping to *Cyclospora cayetanensis* were exceedingly rare and likely to be off-target hits. There were no species from the *Balantidium* genus in the data set.

Protozoans with the most abundant transcripts in the fecal samples from the macaques were *Blastocystis* sp. and *Trichomonas vaginalis*. *Blastocystis* sp. was higher in the control animals (1.96-log2 fold decrease, adjusted *p* = 0.03). *T. vaginalis* was higher in the animals with ICD (2.24-log2 fold increase, adjusted *p* = 0.002). *T. vaginalis* was the only species in the reference data set representative of the *Trichomonas* genus, so it is possible that the particular species with increased gene expression in macaques with ICD was not *T. vaginalis*.

Although there are no known pathogens among archaea, some archaeal genera are known to be gut-associated. Among the ten most abundant archaeal genera detected in the fecal samples, six were significantly different between control and ICD animals and all of these were lower in ICD. These include *Methanosarcina* (0.16-log2 fold decrease, adjusted *p* = 0.004), *Methanococcus* (0.16-log2 fold decrease, adjusted *p* = 0.018), *Methanobacterium* (0.13-log2 fold decrease, adjusted *p* = 0.009), *Methanocorpusculum* (0.21-log2 fold decrease, adjusted *p* = 0.044), and *Methanocella* (0.18-log2 fold decrease, adjusted *p* = 0.003). These genera are predominately methane producers. Methane-producing archaea may be depleted in ICD; however, this observation may be confounded by gut transit time, which is reduced by the presence of methane [42]. In summary, ICD was associated with increased gene expression by a fungus (*Sordaria*) and a protozoan (*Trichomonas*) and decreased gene expression by archaeal methanogens.

### Campylobacter expresses mucosa-associated transcripts in ICD

Of all potential bacterial and non-bacterial pathogens (excluding viruses, which are not represented in the metatranscriptome), *Campylobacter* transcripts were the most differentially abundant between ICD and controls. We therefore investigated the functional annotations of genes specifically expressed by this genus. Functional annotation differences between control and ICD animals (Additional file 4) indicate that organisms within this genus experienced more oxidative stress and were more adherent and likely more virulent in ICD relative to control animals. Fermentation, and specifically the abundance of anaerobic respiratory reductases, was reduced in ICD relative to control, suggesting that *Campylobacter* was exposed to a more oxygen-rich environment in the ICD intestine compared with control. Abundance of genes related to oxidative stress and the stringent response ((p)ppGpp_metabolism) were higher in ICD-afflicted animals, whereas genes related to iron acquisition and metabolism were lower in ICD relative to control. This is expected given the inflammatory environment of the colon during ICD. Control of iron acquisition is a common microbial mechanism for reducing exposure to damage via the Fenton reaction.

The oxidative stress that was clearly experienced by *Campylobacter* could potentially be due to a more adherent population in ICD. Genes involved in adhesion were significantly more abundant in ICD animals as were genes for motility and chemotaxis, including flagellum (Additional file 4). Flagellar motility is required for *Campylobacter* colonization [43] and invasion of cultured intestinal epithelial cells [44–46]. This tighter affiliation with the host likely facilitates both increased oxidative stress for the *Campylobacter* present in ICD animals, as described above, and increased virulence. The stringent response, which aids in survival of oxygen stress conditions, has also been shown to be necessary for attachment and invasion of intestinal epithelial cells [47]. Further evidence of a more virulent phenotype in ICD animals was that the pVir plasmid was more nearly four times as abundant (1.8-log2 fold, *p* = 4.66e−04) in ICD animals as in control animals (Additional file 4). Although the definitive role of this plasmid in the virulence of *Campylobacter* has yet to be uncovered, it contains genes with homology to type four secretion system genes in *Helicobacter pylori* and *Agrobacterium tumefaciens*. The mutation of several of these genes affects *C. jejuni* adhesion and invasion in an intestinal epithelial cell culture model [48]. Overall, the *Campylobacter*-specific transcriptome suggests that *Campylobacter* were more closely associated with the mucosa in ICD than in controls.

### Transcripts from mucin-degrading bacteria and mucin-degrading enzymes were increased in ICD

Having screened the metatranscriptomes for potential pathogens, we next investigated our hypothesis that ICD is associated with increased mucin degradation. First, we subsetted the data to compare abundances of transcripts from bacterial species known to be linked with inflammatory bowel conditions [49], although they are also considered to be commensals. 

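In the species counts, Ruminococcus gnavus had 283 ± 143 TMM-normalized CPM (SD, n = 12) in ICD samples and 45.1 ± 32.2 (SD, n = 12) in control samples, a log2 fold change of 2.65 (standard error 0.33, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test), with all 12 ICD samples above every control sample. The log2 fold change was 1.07 (standard error 0.16, adjusted p = 5.8e-06) for Ruminococcus torques, 1.69 (standard error 0.25, adjusted p = 7.1e-06) for Bacteroides thetaiotaomicron and 1.48 (standard error 0.21, adjusted p = 4.0e-06) for Bacteroides fragilis. Bacteroides caccae, with between 97 and 533 counts per control animal, had a log2 fold change of 0.56 (standard error 0.25, adjusted p = 0.0657), which did not pass the threshold. With DESeq2's test, its adjusted p was 0.0420, and without a filter on low counts it was 0.0568.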

Significantly higher transcript levels were observed in ICD for *Ruminococcus gnavus*, *Ruminococcus torques*, *Bacteroides thetaiotaomicron*, *Bacteroides caccae*, and *Bacteroides fragilis* (Fig. 6a). 

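The log2 fold change was 0.37 (standard error 0.11, adjusted p = 0.00649 from edgeR's quasi-likelihood test) for Bifidobacterium bifidum, 0.47 (standard error 0.20, adjusted p = 0.0477) for Bifidobacterium breve and 0.75 (standard error 0.16, adjusted p = 0.000558) for Bifidobacterium longum. These changed sign with library totals as the only scaling, to -0.83 for Bifidobacterium bifidum, -0.71 for Bifidobacterium breve and -0.46 for Bifidobacterium longum, each with an adjusted p under 0.05.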

Abundances of transcripts associated with several *Bifidobacterium* species (*B. bifidum*, *B. breve*, *B. longum*) were slightly, but significantly, higher as well. In short, transcripts associated with all known mucin-degrading gut microbes except for *Akkermasia muciniphilia* were significantly more abundant in the feces of animals with ICD. These organisms are associated with both degradation of the protective mucin layer that forms on the inside of the gut epithelium and with increased presence in human irritable bowel disease [49–51].

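Akkermansia muciniphila had a log2 fold change of -0.12 (standard error 0.14, adjusted p = 0.504 from edgeR's quasi-likelihood test). Of the 9 species, 7 were higher in ICD at an adjusted p of at most 0.05. With library totals as the only scaling, 2 of the 9 were higher, Ruminococcus gnavus with a log2 fold change of 1.52 and Bacteroides thetaiotaomicron with one of 0.42. From these levels, the paper states that transcripts of mucin-degrading microbes other than Akkermansia were higher in ICD.

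**Figure D4:**
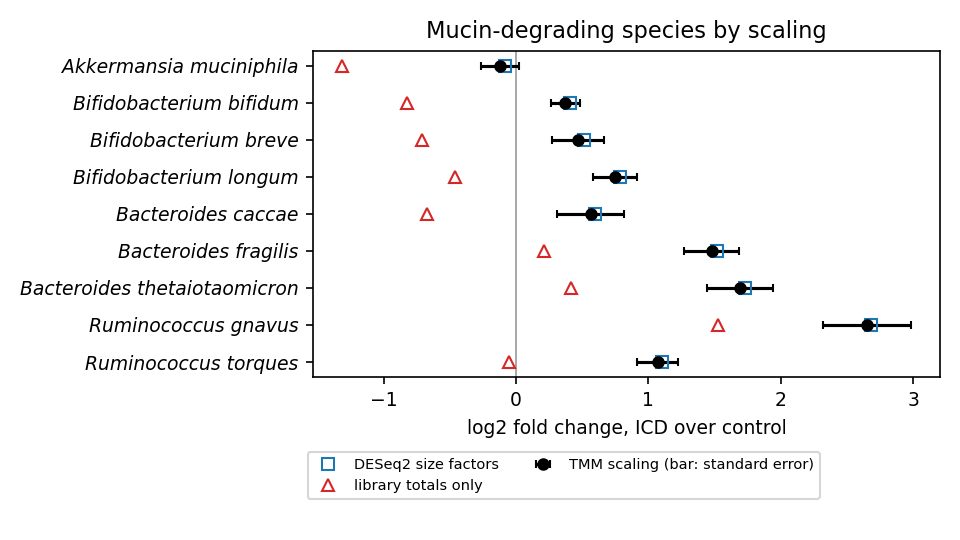
Log2 fold change of ICD over control for 9 mucin-degrading species (x axis) after TMM normalization, with DESeq2's size factors and with library totals only. With library totals, Bacteroides thetaiotaomicron, Bacteroides fragilis and Ruminococcus gnavus are the species above 0.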

**Fig. 6:**
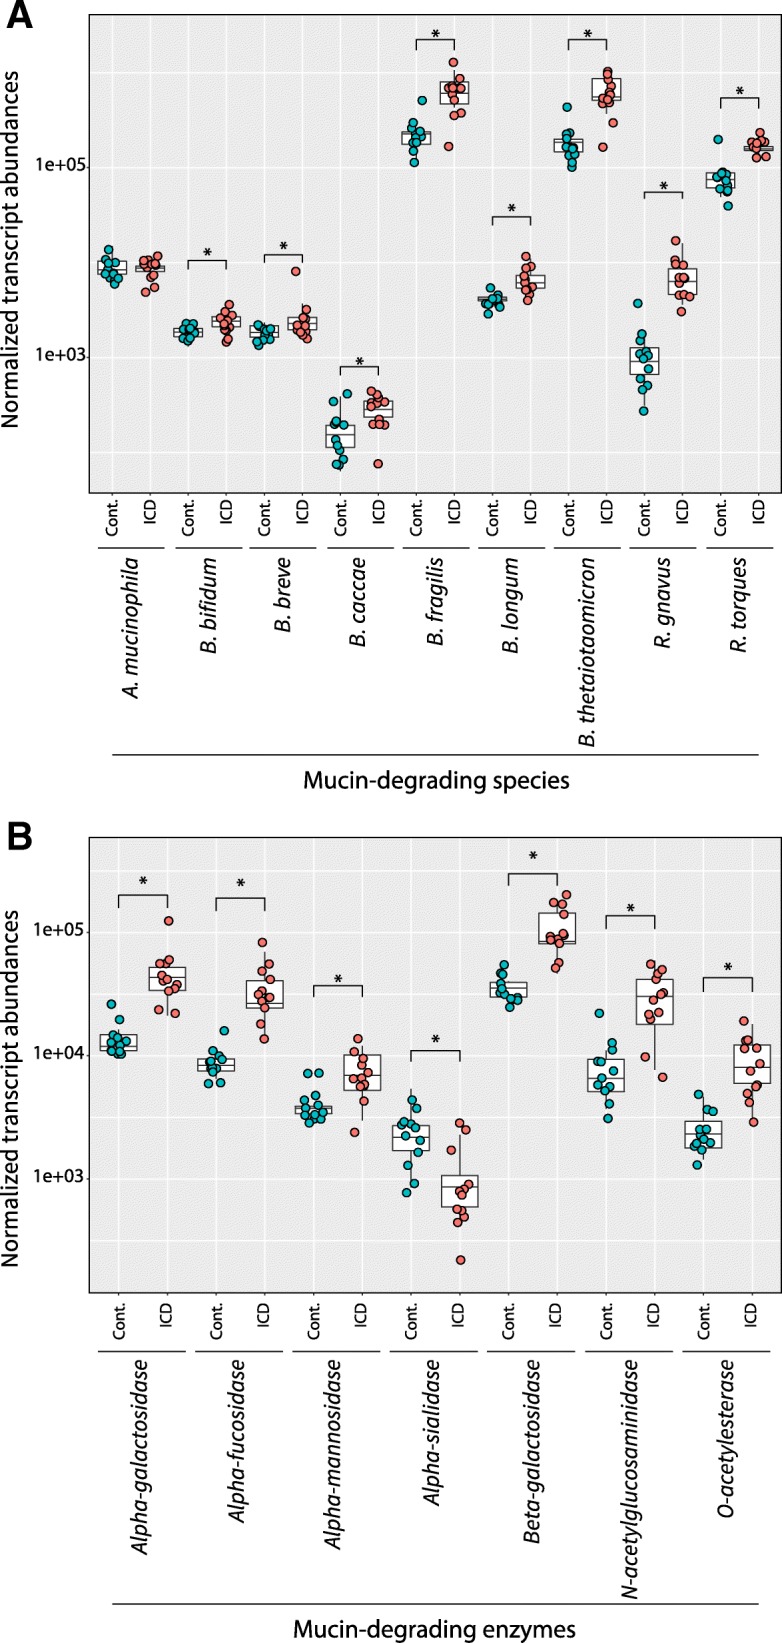
Normalized transcript abundance associated with mucin-degrading species (**a**) and mucin-degrading enzymes (**b**). Boxplots summarize the distributions of transcript abundances for the each species(**a**) or enzyme (**b**) within each group of control (blue) or ICD (pink) samples with individual samples denoted by dots. Stars indicate statistical significance of differences between control and ICD samples (*padj* ≤ 0.05). Normalized transcript abundances (*y*-axis) are shown on a log scale

Given that mucin-degrading species (Fig. 6a) are also known to be commensals that can thrive on dietary carbohydrates, we next examined the abundances of transcripts arising from the expression of specific enzymes known to be involved in mucin degradation. 

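Protein counts were summed for each of 7 enzymes over all protein names that contain the enzyme's name. These were 911 names for alpha-galactosidase, 713 for alpha-fucosidase, 456 for alpha-mannosidase, 165 for sialidase, 2167 for beta-galactosidase, 385 for N-acetylglucosaminidase and 162 for O-acetylesterase. A single description, alpha-amylase/alpha-mannosidase, held 66.7% of the alpha-mannosidase counts. The description endo-beta-n-acetylglucosaminidase d held 62.5% of the N-acetylglucosaminidase counts. For sialidase, 43.5% of the counts fell on 1 name described as "dehydrogenase, putative exo-alpha-sialidase". These sums may thus hold counts of other enzymes. The enzymes were fitted among 125878 functions, of which 40742 were higher in ICD and 45616 were lower at an adjusted p of at most 0.05. Sialidase had 67.7 ± 30.9 TMM-normalized CPM (SD, n = 12) in ICD samples and 123 ± 46.6 (SD, n = 12) in control samples, a log2 fold change of -0.86 (standard error 0.26, adjusted p = 0.00491 from edgeR's quasi-likelihood test).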

All of these mucin-degrading enzymes were differentially expressed between ICD and controls (Fig. 6b). Transcript abundances from six of the seven mucin-degrading enzymes—alpha- and beta-galactosidase, alpha-fucosidase, alpha-mannosidase, *N*-acetylglucosamindase, and *O*-acetylesterase—were all higher in ICD. 

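The log2 fold change was 1.75 (standard error 0.23, adjusted p = 8.8e-07 from edgeR's quasi-likelihood test) for alpha-galactosidase, 1.44 (standard error 0.20, adjusted p = 1.5e-06) for beta-galactosidase and 1.84 (standard error 0.23, adjusted p = 3.4e-07) for alpha-fucosidase. It was 0.82 (standard error 0.22, adjusted p = 0.00156) for alpha-mannosidase, 1.84 (standard error 0.33, adjusted p = 3.2e-05) for N-acetylglucosaminidase and 1.82 (standard error 0.26, adjusted p = 2.1e-06) for O-acetylesterase. Alpha-fucosidase was higher in all 12 ICD samples than in every control sample. When TMM factors were taken from the 5890 functions with at least 100 counts in every sample, 1 of the 7 enzymes was higher in ICD and alpha-mannosidase had a log2 fold change of -0.71. With library totals as the only scaling, 5 of the 7 were higher, and alpha-mannosidase had a log2 fold change of 0.16 (adjusted p = 0.415). From these differences, the paper states that the enzymes other than sialidase were higher in ICD.

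**Figure D5:**
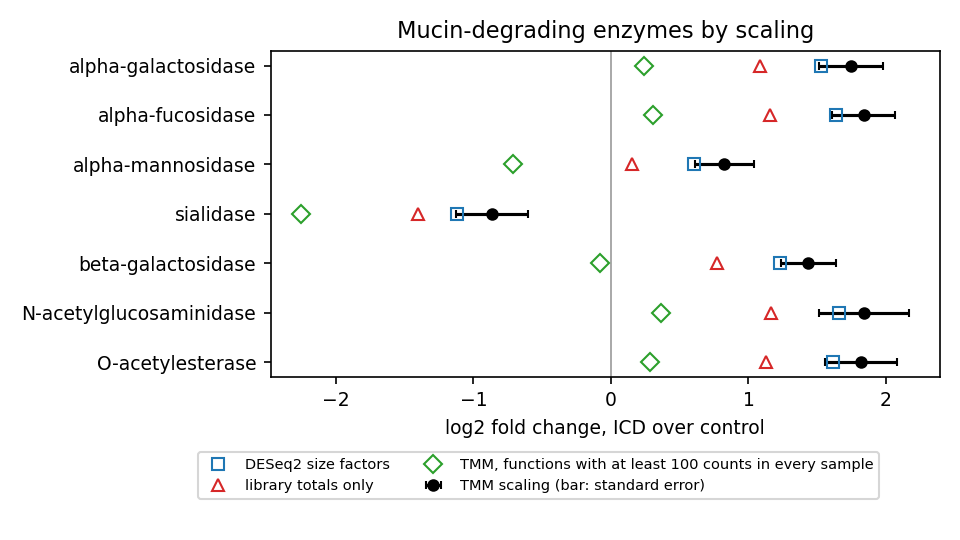
Log2 fold change of ICD over control for 7 mucin-degrading enzymes (x axis) after TMM normalization, with DESeq2's size factors, with library totals only, and with TMM factors from functions with at least 100 counts in every sample. Sialidase lies below 0 under each scaling, and alpha-mannosidase and beta-galactosidase change sign with the stricter filter.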

In general, transcripts from both mucin-degrading bacteria and mucin-degrading enzymes were higher in ICD.

### Intestinal cells synthesize fucosylated mucins in ICD

Given the differential expression of mucus-degrading enzymes in ICD compared with controls, we hypothesized that control and ICD-afflicted animals may have different mucus composition. Colon sections from control and ICD animals were stained with FITC-conjugated lectins for mannose and fucose (Fig. 7a). All images were selected and analyzed in a blinded manner (animal status unknown). Animals with ICD had markedly higher fucose relative to controls (*p* = 0.008) (Fig. 7b). No changes in intensity were observed for mannose levels between control and ICD animals. These observations suggest that the colons of animals with ICD have greater amounts of fucose than the controls.

**Fig. 7:**
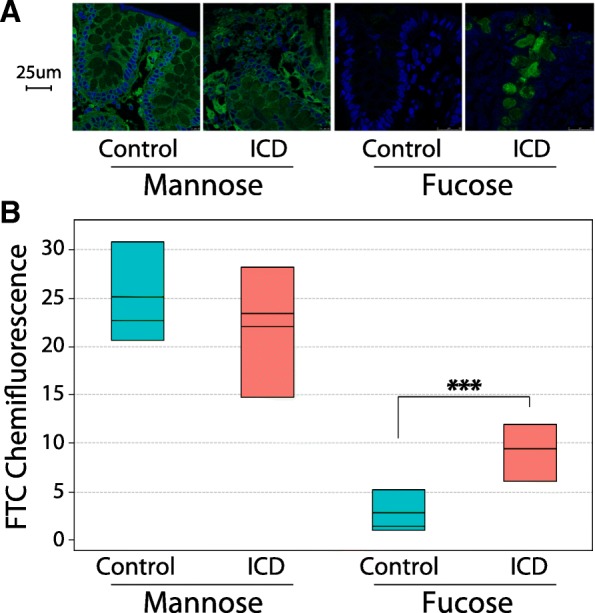
Staining and examination of macaque intestines for mannose and fucose indicates the altered presence of fucose in ICD. Proximal colon sections were stained with 10 μg/mL FITC-labeled *Ulex europaeus* agglutinin 1 or concanavalin A to visualize fucose and mannose, respectively, and counterstained with DAPI. Slides were imaged with a confocal microscope at the same FITC channel voltage setting for each lectin. Five micrographs were analyzed from each animal to calculate a background-corrected crypt mean pixel intensity as described under the “Methods” section. **a** Representative micrographs showing sections from control and ICD animals stained for mannose or fucose. Nuclei stained with DAPI are shown in blue, and mucin sugars are displayed in green. **b** Average crypt pixel intensity of mannose and fucose signal. ***p = 0.008, two-tailed *t* test; *n* = 5 for control, *n* = 6 for ICD animals

Given that transcripts for microbial fucosidases were higher in ICD-associated metatranscriptomes and fucose was more abundant in the ICD-associated colon sections, we asked whether the host cell transcriptome was consistent with what would be expected of increased synthesis of fucosylated mucins. The most highly expressed mucin transcripts were mucin-12 (MUC12), mucin-2 (MUC2), mucin-17 (MUC17), and mucin-13 (MUC13). All of these mucins are known to be expressed by enterocytes in the colon. They were all significantly increased in ICD relative to controls: mucin-12, 2.1-log2 fold change, adjusted *p* = 2.01e−5; mucin-2, 2.3-log2 fold change, adjusted *p* = 3.98e−6; mucin-17, 1.3-log2 fold change, adjusted *p* = 0.005; and mucin-13, 1.6-log2 fold change, adjusted *p* = 1.77e−5. Overall, host fucosyltransferase gene expression was low across all samples. However, the most abundant fucosyltransferase, galactoside 3(4)-l-fucosyltransferase (FUT3), was more highly expressed in ICD (1.5-log2 fold change, adjusted *p* = 0.02) than the controls. Interestingly, the second most abundant fucosyltransferase, galactoside 2-alpha-l-fucosyltransferase 2 (FUT2), which is known to confer secretor status in humans [52], was not differentially expressed between ICD and control. In summary, the immunohistochemistry of colon sections and the examination of the host cell transcriptome suggest that ICD is associated with increased fucosylated mucins.

### Fucose utilization in ICD

Given the increased abundance of transcripts from mucin-degrading enzymes and the increased availability of fucose in the colon of animals with ICD, we next investigated how fucose might be utilized. First, the metatranscriptome was subsetted by the annotation “alpha-l-fucosidase” to determine which microbes were liberating fucose. 

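Among the protein names, 713 carried alpha-fucosidase or alpha-l-fucosidase, with 479613 counts over the 24 samples, and the description alpha-l-fucosidase held 69.7% of these counts. Summed, they came to 1296 ± 574 TMM-normalized CPM (SD, n = 12) in ICD samples and 363 ± 102 (SD, n = 12) in control samples. A protein name gives a locus tag or gene symbol with a description, and counts by species were not analysed here.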

The top five species expressing this enzyme were all members of the *Bacteroides* genera: *B. fragilis*, *B. xylanisolvens*, *B. vulgatus*, *B. thetaiotaomicron*, and *B. helcogenes*. Expression of alpha-l-fucosidase by these species was significantly increased in ICD relative to controls.

The liberation of fucose from fucosylated mucins by these species is known to increase the amount of available fucose in the lumen [53]. 

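Protein names with fucose permease or L-fucose:H+ symporter numbered 116 and held 202353 counts over the 24 samples. Summed, they came to 552 ± 176 TMM-normalized CPM (SD, n = 12) in ICD samples and 153 ± 42.2 (SD, n = 12) in control samples, a log2 fold change of 1.85 (standard error 0.22, adjusted p = 2.1e-07 from edgeR's quasi-likelihood test). In 11 of the 12 ICD samples they were above every control sample. Scaled by library totals only, the log2 fold change was 1.19, and with TMM factors from functions with at least 100 counts in every sample it was 0.34 (adjusted p = 0.00875).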

We therefore investigated the expression of “fucose permease” to determine which microbes were importing fucose. The species with the most significantly increased abundance of “fucose permease” transcripts in ICD were *Bacteroides salanitronis*, *Prevotella dentalis*, *Bacteroides fragilis*, *Bacteroides thetaiotaomicron*, *Bacteroides vulgatus*, and *Haemophilus influenzae*. These results suggest that *Bacteroides* could potentially be cross-feeding fucose to *Prevotella* and *Haemophilus* in ICD.

An overview of mechanisms proposed by the results in this study is given in Fig. 8. *Bacteroides* sp. is known to stimulate host production of fucosylated mucins [54]. We found that enterocyte mucins and fucosyltransferase-3 transcripts were elevated in the host transcriptome. Immunohistochemistry of colon sections also illustrated the much higher presence of fucose in ICD relative to controls. Multiple *Bacteroides* sp. in ICD expressed more alpha-l-fucosidase, which liberates fucose from fucosylated mucins in the lumen. *Bacteroides* sp. as well as other microbes, such as *Prevotella* and *Haemophilus*, expressed fucose permeases which would have enabled them to import fucose, which likely improves their persistence in ICD. 

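Protein names with cadF numbered 5 and held 7992 counts over the 24 samples, of which 93.2% fell on the description outer membrane fibronectin-binding protein. Summed, they came to 26.2 ± 31.8 TMM-normalized CPM (SD, n = 12) in ICD samples and 2.61 ± 3.17 (SD, n = 12) in control samples, a log2 fold change of 3.33 (standard error 0.75, adjusted p = 0.000398 from edgeR's quasi-likelihood test). In 7 of the 12 ICD samples cadF was above every control sample. Counts of cadF were low in controls, between 1 and 245 per animal. The organism behind each protein name was not used here.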

Interestingly, *Campylobacter* did not express more transcripts that give rise to proteins which import fucose; instead, it expressed more transcripts for adherence proteins, like cadF, that would have enabled it to adhere to fucosylated mucins.

**Fig. 8:**
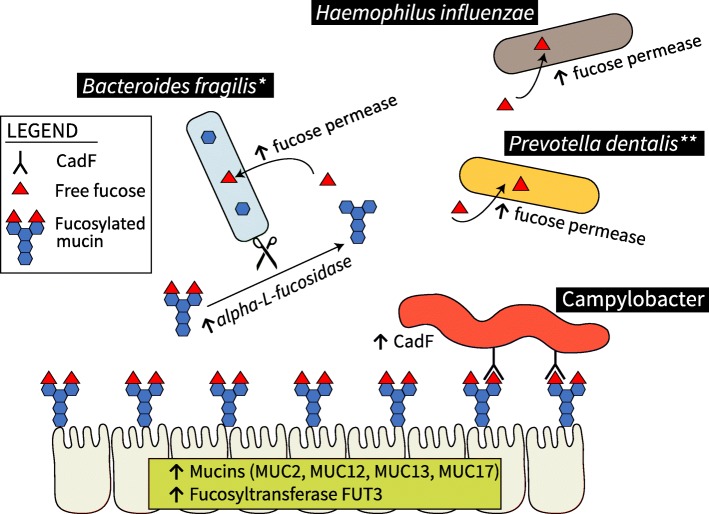
Overview of proposed mechanisms by which fucose is utilized in ICD. Fucose is depicted by red triangles; mucins are depicted by chains of blue hexagons. Host cells (bottom of figure) increase the expression of enterocyte-derived mucins and a fucosyltransferase. Bacteroides species increase the expression of alpha-l-fucosidases, which are secreted enzymes that cleave fucose from host-derived fucosylated mucins, thereby increasing the amount of free fucose in the lumen. Species like *Haemophilus influenzae* and *Prevotella dentalis* increase the expression of fucose permease which enables increased uptake of free fucose. Campylobacter does not increase the expression of fucose permease in ICD, but it does increase the expression of cadF, a protein that enables adherence to fucosylated mucins

## Discussion

Previous work showed that the gut microbiome of ICD had reduced diversity [55], but the salient features of that microbiome remained unknown. In the current study, we confirmed the reduced diversity at the transcriptional level and identified numerous novel features, such as relatively higher expression of mucin-degrading enzymes and of transcripts from known pathogens, such as *Campylobacter*, and altered fucose utilization.

Some of the novel features of ICD could be due to the capturing of fast-transit material from the small intestine, as might be expected of a diarrhea sample. For example, transcriptional features such as decreased diversity, lower stress, better access to simple sugars, and lower methane production are all consistent with what might be expected of a small intestine microbiome [56] or a faster transit time [36, 38]. However, mucin foraging is a primary feature in the colon; thus, our findings of increased gene expression by mucin-degrading bacteria, increased expression of mucin-degrading enzymes, increased expression of mucin and fucosylation by host cells, and increased fucose utilization by specific bacteria suggest these strong signals of the metatranscriptome in ICD do not arise purely from the proximal intestine. Furthermore, the colon sections, which were extracted from the same part of the colon in both ICD and control animals, showed differential presence of fucose.

Transcript matches to organisms at the genus level revealed domination of the ICD-associated fecal microbiome by multiple *Prevotella* sp. and a smaller but still significant increase by *Bacteroides*. Elevated *Prevotella* presence is also noted in other dysbiotic conditions, such as HIV [57] and intestinal and systemic inflammation in humans [58]. It has additionally been shown, using a dextran sodium sulfate (DSS)-treated mouse model, that the human intestinal *Prevotella* isolate, *P. copri*, is capable of exacerbating externally induced inflammation [59]. On the other hand, *Prevotella* is known to be increased in the microbiomes of healthy individuals habitually consuming a long-term vegetarian diet [60]. Therefore, it is possible that increased transcripts from *Prevotella* in ICD are merely a marker of increased carbohydrate availability. Relative to control samples, central carbohydrate metabolism was highly increased in the *Prevotella*-specific transcriptome during ICD. Annotations also suggest that *Prevotella* was not under oxidative stress. *Prevotella* may have filled nutritional niches for food carbohydrates after antibiotic exposure, which is common for macaques with repeated episodes of diarrhea.

*Prevotella* and *Bacteroides* are often considered to be antagonistic; gut microbiome communities are usually abundant in *Prevotella* or *Bacteroides* but not both [61]. One explanation for the prevalence of both genera in ICD could be related to cross-feeding. The annotation “Sialic_acid_Metabolism” was increased in the *Prevotella*-specific transcriptome during ICD, but not “sialidase” (Additional file 3). Meanwhile, *B. thetaiotaomicron* has sialidases and can free sialic acid, but lacks the genetic capability to consume free sialic acid [62]. It is therefore possible that *Bacteroides* cross-feeds *Prevotella* in ICD.

One of the drawbacks of our metatranscriptomic approach is that we were unable to distinguish the difference between many transcripts from fewer bacteria compared with fewer transcripts from many bacteria. For this purpose, metagenomics combined with metatranscriptomics would have yielded a more powerful data set and should be considered for future studies. Nevertheless, the metatranscriptomic analysis was immensely useful to reveal microbe-microbe and host-microbe interactions.

We investigated the hypothesis that ICD was associated with pathogens that were missed via traditional culture-based methods. We observed increased gene expression by numerous bacterial pathogens, primarily *Campylobacter* and *Helicobacter*. Observed increases in gene expression by *Campylobacter* and *Helicobacter* in the ICD samples are consistent with previous observations of increased abundance in gut dysbiosis [4, 19, 63]. *Helicobacter* was previously positively linked with macaque ICD [4], and *Campylobacteraceae* was more commonly found in macaques with colitis [7]. Interestingly, our data suggests that these organisms are present in both ICD and control samples, but their transcripts are more abundant in ICD.

We also found elevated gene expression by a fungal genus and a protozoan genus. Increased transcripts were observed from the *Sordaria* genus of fungi in ICD; this genus is commonly found in the intestine of herbivores [40]. Annotation against a protozoan-specific database revealed elevated gene expression by *Trichomonas*, a common protozoan flagellate present in macaques both with and without active ICD [64]. It is unclear whether these are innocent bystanders or causative agents.

Perhaps just as important as the positive associations of potential pathogens with ICD is what can be safely ruled out as causative agents. We did not find evidence of increased gene expression by any of the usual suspects among protozoans for enteric disease in rhesus macaques. These include *Entamoeba histolytica*, *Giardia lamblia*, *Cryptosporidium parvum*, *Cyclospora cayetanensis*, and *Balantidium coli* [41]. It is noteworthy that we did not see an expansion of the bacterial family *Enterobacteriaceae*, which has been observed in other dysbiotic intestinal environments. This suggests that chronic ICD is not indicative of an environment with a high level of oxygen-related stressors [65].

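Counts of the genera of the Enterobacteriaceae, of which 18 were found among the organism names, were summed and fitted among the genera. The family held 0.109 ± 0.0490% of organism counts (SD, n = 12) in ICD samples and 0.142 ± 0.0345% (SD, n = 12) in control samples. After TMM normalization, the log2 fold change was 0.94 (standard error 0.17, adjusted p = 6.8e-05 from edgeR's quasi-likelihood test), with 9 of the 12 ICD samples above every control sample. With library totals as the only scaling it was -0.38 (adjusted p = 0.0519). From the family showing no expansion, the paper proposes that chronic ICD does not reflect high levels of oxygen-related stressors.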

Ordinarily, the colonic epithelium is protected against pathogens by layers of mucus. Biopsies from humans with ulcerative colitis have revealed dysfunctional mucus that can be penetrated by bacteria [66]. We investigated the hypothesis that ICD is associated with increased mucin degradation. We found relatively more transcripts from mucin-degrading bacteria and mucin-degrading enyzmes in ICD than in controls. It was previously postulated that disruption of the mucus barrier leads to persistent irritation and inflammation of the gut epithelium during ulcerative colitis in humans and ICD in macaques [2, 3, 50]. Further support for this theory comes from the success of helminthic therapy, in which the addition of helminth whipworms stimulates new mucin production, reduces pro-inflammatory markers, and alleviates ICD symptoms [3]. The relative increase in transcripts associated with known mucin-degrading species posits that these microbes may be at least in part responsible for continued degradation of the protective mucin layer, although further investigation is needed to determine the magnitude of their influence and the level of mucosal degradation.

In the current study, both host transcript abundances and the immunohistochemistry of colon sections provided evidence of increased fucosylation of mucins in ICD. Although fucosylation is usually beneficial to the host in support of commensal microbes, it can also be leveraged by pathogens, particularly after insults with antibiotics have removed commensals [67]. Pickard and Chervonsky [67] summarize mechanisms used by pathogens to exploit fucose that falls into two categories: use as a carbon source or use as an adhesion site. In our data, we found evidence of both mechanisms that were used by different pathogens. *Haemophilus influenzae* had increased fucose permease transcripts in ICD. While *Haemophilus* did not express a fucosidase transcript, *Bacteroides* sp. increased transcripts for alpha-l-fucosidases in ICD; these are secreted enzymes that are known to increase the amount of free fucose in the lumen [53], thus making fucose available to species like *H. influenzae*. Evidence for the second mechanism was seen with *Campylobacter*, which did not have increased expression of fucose permease transcripts but did have elevated transcripts for cadF, a protein that enables *Campylobacter* to adhere to fucosylated glycans. It is known that *Campylobacter* chemotaxes toward fucose and is able to bind fucosylated mucins. The overall transcriptional profile of *Campylobacter* in ICD further supports the finding that it adheres to the mucus because its transcriptional profile is consistent with what would classically be expected of a pathogen in close contact with the slightly oxygenated intestinal epithelial layer: increased oxidative stress and increased secretion systems.

Tropini et al. [68] postulate that the spatial reprogramming of commensals is an important feature of chronic inflammatory bowel disease, which is associated with inappropriate immune activation of mucus-degrading commensals mislocalized to the mucosa. Our data suggest that this is also true of ICD in macaques. We suggest a model in which commensals like *Bacteroides* stimulate the host to produce fucosylated mucins, which then sustain those commensals as well as other cross-feeding species. The fucosylated mucins also serve as adherence sites for microbes like *Campylobacter*, which has the capacity to stimulate inflammation and continue the viscous cycle.

## Conclusions

Although the cause of ICD remains unclear, the current study provides several clues. The data confirm several previous observations, such as decreased microbial diversity and increased host inflammation among animals with ICD. More importantly, the data dramatically extend prior observations to include new associations with ICD: increased transcripts associated with *Prevotella*, with known pathogens such as *Campylobacter*, *Helicobacter*, and *Trichomonas*, and with mucin-degrading bacteria. Relatively higher expression of microbial genes in ICD that give rise to mucin-degrading enzymes is suggestive of a dysfunctional microbiome that degrades the mucus barrier instead of catabolizing dietary polysaccharides. During ICD, the host appears to produce fucosylated mucins that are leveraged by microbes as a carbon source or as adhesion sites, enabling the sustained presence of potentially pathogenic species.

## Methods

### Collection of macaque fecal samples

Fecal samples were collected from a cohort of 12 healthy controls and 12 ICD-diagnosed juvenile macaques. ICD animals were diagnosed clinically being non-responsive to previous antibiotic treatment and having had three consecutive negative culture results for enteric pathogenic bacteria (*Shigella flexneri*, *Yersinia enterocolitica*, *Campylobacter jejuni*, and *Salmonella*) and negative IFA results for parasites (*Cryptosporidium* and *Giardia*) within the 30 days prior to sample collection. In addition to age, ICD and control animals were approximately matched for early-life environment and most recent environment: all animals had spent the first 90 days of life in an outdoor environment and the last 30 days before sample collection in an indoor environment. None of the animals received antibiotics within 30 days of sample collection.

To collect stool samples, all animals were intermittently pair-housed (ICDs.

and controls separately) indoors. In the afternoon, a clean cage pan (metal tray) was placed under the cage after separating the paired animals. Stool samples were collected from the cage pan of each animal the next morning. When possible, stool was collected within approximately 15 min after the morning meal. Stool samples were collected using disposable sterile transfer pipets into 15-mL conical tubes containing approximately 5 volumes of RNAlater and archived in a − 80 °C freezer after collection.

### RNA extraction from macaque fecal samples

Each RNAlater-preserved stool sample was vortexed and homogenized after thawing for 10 min. Approximately 0.6 g of stool slurry was incubated with lysis buffer and periodically vortexed. The sample was homogenized using a bead beater with 0.1-mL beads, followed by QIAshredder treatment. Extraction was performed on the homogenized sample using the Qiagen RNeasy RNA Isolation kit, with additional Turbo DNAse treatment to remove lingering DNA contamination. RNA concentration and integrity were verified using NanoDrop and Bioanalyzer traces.

### Metatranscriptome sequencing

For each sample, RNA-Seq libraries were prepared using > 2 μg total extracted RNA at the DNA Sequencing Core of the UC Davis Genome Center. All extracted RNA samples were first ribodepleted using the RiboZero Magnetic Gold Kit (Epidemiology version), catalog number MRZE706. The Illumina TruSeq protocol, without poly(A) selection, was used to prepare the RNA-Seq libraries. The 24 samples were run on 6 lanes of Illumina HiSeq 3000 at 100 bp, paired-end, with indexing to allocate ~ 25% of the lane to each sample metatranscriptome. This approach yielded approximately 95 million raw reads per sample.

### Annotation and analysis of metatranscriptome reads

The raw metatranscriptome files were preprocessed, annotated, and analyzed using a modified version of the SAMSA2 pipeline [21, 69]. Preprocessing involved removal of low-quality sequences and adaptor contamination with Trimmomatic [70] and paired-end alignment with PEAR [71], removing approximately 40% of raw reads. Cleaned sequences were annotated by DIAMOND [72] with an *e* value cutoff of 0.001; reads were mapped against NCBI’s most recent RefSeq non-redundant protein release [73] and against SEED Subsystems [34]; approximately 45% of cleaned reads met quality score cutoffs to receive an annotation. Specific versions of the SEED and NCBI databases used in this project are available via a bioshare link on GitHub (https://github.com/transcript/macaqueICD, see the “Databases Used” section of the README). On average, roughly 25 million transcripts per sample received an annotation against the RefSeq NR Bacteria database. The minimum number of per-sample annotations was 11 million; the maximum was 36.5 million. For downstream analysis, the resulting annotation files were aggregated and merged using custom Python and R scripting [21]. Statistical computations were performed using the DESeq2 package for R [74]. Individual organism and functional identifications were drawn from NCBI’s RefSeq database and the SEED [34, 73]. Subsequent subsetting of data to profile specific organisms in regard to their transcript abundances was performed using Python scripting included with the SAMSA2 pipeline [21, 69].

### Functional enrichment analyses

The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 was used to conduct gene set enrichment analyses [75]. For each differentially expressed gene set, statistically significant genes were sorted by fold change, and only those with log2 fold change ≥ 2 and adjusted *p ≤* 0.05 were used for enrichment analyses. For each analysis, *Macaca mulatta* was selected as the background gene list and the Benjamini and Hochberg adjusted *p* value ≤ 0.05 was taken to be significant. Upstream regulator analysis was conducted on the same differentially expressed gene sets using Ingenuity Pathways Analysis [76].

### Identification and annotation of host organism reads

A DIAMOND custom database was created using all rhesus macaque protein sequences, accessed through NCBI’s RefSeq repository (release 102, created 22 December 2015). Metatranscriptome raw reads were annotated against this host sequence database, with an *e* value cutoff of 0.001, to identify macaque RNA transcripts. There were between 1.5 million and 2 million host-associated annotations per individual macaque.

### Statistical analyses

All statistical analyses of the metatranscriptomics data were conducted using scripts adapted from SAMSA2 [21, 69]. R scripts used in the current project are available at https://github.com/transcript/macaqueICD/tree/master/R_scripts. Specifically, PCA and clustering analyses were conducted using make_DESeq_PCA.R and make_DESeq_heatmap.R, respectively. Differential abundance testing of transcripts was conducted using DESeq2 [74]. By default, DESeq2 computes a Benjamini and Hochberg adjusted *p* value (*padj*) to correct for multiple hypothesis testing. We used *padj* ≤ 0.05 as statistically significant.

### Histology staining and analysis

Proximal colon tissues were collected at the time of necropsy and immediately submerged in 10% neutral buffered formalin after collection for 72 h or until processed. To acquire formalin-fixed paraffin-embedded (FFPE) tissues, formalin-fixed samples were submerged in a new jar of formalin at 37 °C for 1 h, then incubated in a series of 70% ethanol (EtOH) at 37 °C for 30 min three times, 95% EtOH at 37 °C for 1 h twice, 100% EtOH at 37 °C for 1 h three times, toluene at 37 °C for 1 h twice, and paraffin at 62 °C for 1 h twice, and embedded during the last stage in paraffin at 62 °C for 1 h. Tissue blocks were cut by Anatomic Pathology Service at UC Davis Veterinary Medicine. Five-micron-thick FFPE proximal colon sections were de-paraffinized and rehydrated with xylene and a graded series of alcohol. Sections were blocked with 10% BSA in PBS for 1 h, washed with PBS, and then incubated with 10 μg/mL FITC-labeled lectin (*Ulex europaeus* agglutinin 1 and concanavalin A for fucose and mannose, respectively; Vector Laboratories, Burlingame, CA) in PBS for 1 h in a dark, humidified container at room temperature. Slides were washed with PBS, mounted with ProLong Diamond Antifade Mountant with DAPI (ThermoFisher Scientific) and a 170-μm-thick glass coverslip, and cured for 24 h at room temperature. Slides were imaged at UC Davis Health Sciences District Advanced Imaging Facility with a Leica TCS SP8 STED 3X confocal microscope at the same FITC channel voltage setting. Five micrographs were selected and analyzed from each animal while blinded to animals’ status as ICD or control. Average FITC channel pixel intensity was determined from a polygon selection of single crypt and a blank area from the same image with ImageJ 1.47v software to calculate a background-corrected crypt mean pixel intensity.

## Additional files

Additional file 1: Macaque_bacteria_genus_DESeq_results. This tab-separated file contains the DESeq2 output of differential bacterial gene expression at the genus level between ICD and control samples, with adjusted *p* values. The controlMean refers to mean counts of the control samples. ExperimentalMean refers to mean counts of the ICD samples. Log2 fold changes refer to ICD relative to control. The *p* values are adjusted for multiple hypothesis testing. (TSV 149 kb)

Additional file 2: All_bacteria_Subsystems_DESeq_results. This Excel spreadsheet contains the differential expression by SEED Subsystem hierarchies between ICD and control samples for community-wide metatranscriptomes. The first tab contains a description of all hierarchies included in the analyses. The remaining tabs contain results corresponding to the level 1, level 2, and level 3 hierarchies. The controlMean refers to mean counts of the control samples. ExperimentalMean refers to mean counts of the ICD samples. Log2 fold changes refer to ICD relative to control. The *p* values are adjusted for multiple hypothesis testing.

Additional file 3: Prevotella_Subsystems_DESeq_results. This Excel spreadsheet contains the differential expression by SEED Subsystem hierarchies between ICD and control samples for *Prevotella*-specific transcriptome (only those reads mapping to *Prevotella*). The first tab contains a description of all hierarchies included in the analyses. The remaining tabs contain results corresponding to the level 1, level 2, and level 3 hierarchies. The controlMean refers to mean counts of the control samples. ExperimentalMean refers to mean counts of the ICD samples. Log2 fold changes refer to ICD relative to control. The *p* values are adjusted for multiple hypothesis testing.

Additional file 4: Campylobacter_Subsystems_DESeq_results. This Excel spreadsheet contains the differential expression by SEED Subsystems hierarchies between ICD and control samples for *Campylobacter*-specific transcriptome (only those reads mapping to *Campylobacter*). The first tab contains a description of all hierarchies included in the analyses. The remaining tabs contain results corresponding to the level 1, level 2, and level 3 hierarchies. The controlMean refers to mean counts of the control samples. ExperimentalMean refers to mean counts of the ICD samples. Log2 fold changes refer to ICD relative to control. The *p* values are adjusted for multiple hypothesis testing.

How the deposited data were processed for this re-analysis (not part of the article)

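Fecal metatranscriptomes of 12 animals with ICD and 12 control animals were compared, with 1 library per animal. The authors cleaned the reads with Trimmomatic, merged them with PEAR and annotated them with DIAMOND against RefSeq bacterial proteins at an e value cutoff of 0.001. For each animal, the authors deposited counts of reads per organism name and counts of reads per protein name, as whole numbers without normalization. Beside each count, the authors deposited its percent of the total in the same file, which was checked against the counts and not used further. No pair of samples held identical counts.

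Organism counts per animal ranged from 11748743 to 36404786 and protein counts from 13685776 to 36061786. A level of 3 counts corresponds to between 0.0832 and 0.219 CPM (counts per 1000000 counts) of the protein totals. Intervals and floors of this kind cover counting error only, since reads are not independent molecules. The organism names gave 1520 genera by their first word and 6303 species by their first 2 words. The 1724459 protein names were used as listed, and 126816 of them had at least 10 counts in at least 12 samples and held 91.7% of all protein counts.

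Counts were compared between ICD and control samples with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust quasi-likelihood fits and Benjamini-Hochberg adjustment, with a threshold of 0.05 for the adjusted p. Features with at least 10 counts in at least 12 samples were tested. The standard error of a log2 fold change was taken from its size and the F statistic. Enzymes were summed over all protein names that contain the enzyme's name before the fit. The Enterobacteriaceae were summed over 19 listed genera, of which 18 were found. On simulated data made from these counts, edgeR recovered 199 of 199 genera, 200 of 200 species and 176 of 176 functions changed by 2 on the log2 scale. Of the features called, 3.40% of genera, 7.41% of species and 3.83% of functions had not been changed, and the simulation of functions used 9774 of them. Both groups were simulated from the same pooled profile with a fixed dispersion, and about as many features were raised as lowered. The simulation thus could not test the scaling where composition shifts between groups, as it does in these data.

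Diversity, distances, shares and ratios were compared with two-sided permutation tests of the difference in means with 100000 resamples, for which the smallest p is 1e-05, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Variance-stabilized values came from DESeq2 1.42.0. Ratios of counts were taken on the log2 scale with a pseudocount of 0.5, and where protein counts were divided by genus counts, the genus counts were first scaled from each animal's organism total to its protein total. The genera and functions named in the text are those the paper names and, in each direction, up to 5 with the largest log2 fold change among those past the threshold, with a mean share of at least 0.1% for genera or 0.01% for functions, and with no overlap between ICD and control samples.

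The alternatives were DESeq2's test and size factors, library totals as the only scaling, Prevotella left out, no filter on low counts, at least 100 counts in every sample, exact enzyme names, a broader list of Enterobacteriaceae genera, other cutoffs and levels for diversity, log2 CPM, the 500 most variable of the genera or functions past the count filter for the distances, and each animal left out in turn for the organism results. They were set before the data were examined. Fits with each animal left out were not compared for single genera or species other than the archaeal genera. Chosen after the data were examined were leaving out ICD animals 6 and 8, DESeq2 with no filter, functions summed by description, exact enzyme names for the number of functions, and Prevotella left out with library totals as the only scaling. An adjustment over the 5 ratios of counts was added after their unadjusted p values were seen. The paper describes the controls as matched for age and sex, but the groups share no animal numbers, so no paired test was made. Host transcripts, SEED Subsystems categories, fungi, protozoa and protein counts by species were not analysed here.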

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

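The tests in this part were chosen after the difference in TetQ had been seen, the test without the TetQ names was added in place of 2 tests of TetQ itself after the first tests had been run, and the values with library totals and the adjustment over 5 ratios were added only after the unadjusted results were seen. The text of the paper does not name TetQ, and the category of resistance to antibiotics in its supplementary tables was not analysed here. Of the functions that rose in ICD and had no overlap between the groups, the protein name tetQ / TetQ had the largest log2 fold change, at 6.45 (standard error 0.63, adjusted p = 4.8e-08 from edgeR's quasi-likelihood test), with 333 ± 259 TMM-normalized CPM (SD, n = 12) in ICD samples and 3.82 ± 5.46 (SD, n = 12) in control samples. Scaled by library totals only, it was 5.79. TetQ is the name that these files give to a tetracycline resistance protein.

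Over the 201 protein names that carry a tetracycline resistance term, the difference in mean log2 CPM was 2.95 (two-sided permutation test, p = 1e-05, adjusted p = 4e-05 over 6 drug classes, 11 of 12 ICD samples above every control sample). Reads shared between near-identical tetracycline resistance genes would leave the sum of these names unchanged, and the sum rose by that 2.95. The 9 names with TetQ held 197689 counts in ICD and 3626 in controls, and the other 192 held 36120 and 31416, so the counts missing from TetQ in controls are not on these other names. Reads shared with names that carry no tetracycline term were not tested. Without TetQ, the remaining 192 names differed by 0.62 (p = 0.0424), with 11 of 12 ICD samples above the control median, and by 0.0042 (p = 0.99) with library totals as the only scaling, so whether other names rose as well depends on the scaling, and the increase cannot be told apart from an increase of the TetQ names alone. The ratio of tetracycline resistance counts to Bacteroides plus Prevotella counts was higher in ICD by 0.98 on the log2 scale (p = 0.0336, adjusted p = 0.056 over 5 ratios), with 11 of 12 ICD samples above the control median, which passes the threshold of 0.05 that was set for this test beforehand and does not pass the correction that was added later. With the correction, the increase of the sum cannot be told apart from more Bacteroides and Prevotella counts. TetQ itself, which was chosen for its difference, rose by more than these genera, at 6.45 against 2.83 for Prevotella and 1.85 for Bacteroides, and at 5.79 against 1.58 and 0.52 with library totals, and its own ratio to them was not tested.

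Resistance names of the 5 other drug classes were not higher as a whole. Only 1 of the 5 was higher in ICD, the beta-lactam names, with a difference of 1.13 in mean log2 CPM (adjusted p = 0.00072, 12 of 12 ICD samples above the control median) and 0.51 with library totals as the only scaling (p = 0.0417). Chloramphenicol names were lower by a log2 difference of -2.45 (adjusted p = 4e-05) and aminoglycoside names by -0.69 (adjusted p = 4e-05), with 12 of 12 ICD samples below the control median for each. Macrolide and lincosamide names differed by -0.44 (adjusted p = 0.0276), and vancomycin names by -0.21 (adjusted p = 0.12). By library totals alone, vancomycin names differed by -0.83 (two-sided permutation test, p = 6e-05), so that result depends on the scaling. Chloramphenicol, aminoglycoside, and macrolide and lincosamide names stayed lower by library totals, at -3.07, -1.31 and -1.05. The paper states that ICD animals had failed to respond to earlier antibiotic treatment, and past treatment by animal was not used here, so that past treatment was not tested as an explanation and remains a hypothesis beside the count of 1 of 5 other drug classes.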

How the results depend on the processing

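The direction and the side of the threshold of Shannon diversity, Simpson diversity, the share of counts outside the 10 most abundant genera and the separation on PC1 stayed the same under every alternative tried and with each animal left out in turn. The numbers of genera, pathogen species, mucin-degrading species and archaeal genera past the threshold stayed within 1.5 times, and the Enterobacteriaceae stayed past the threshold, with each animal left out in turn, with DESeq2 and with Prevotella left out. Fucose permease stayed higher in ICD and past the threshold under every alternative tried.

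Heterogeneity of ICD samples, at a difference of 1.66 that did not pass the threshold, passed it with the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples (4.87) and without ICD animals 6 and 8 (2.25), an alternative chosen after the data were examined. It did not pass with the 500 most variable functions (0.706, p = 0.964) or with log2 CPM of the abundant genera (0.969, p = 0.0707). With each animal left out in turn, it ranged from 0.758 to 2.63, and 10 of the 24 fits passed the threshold while 14 did not. The smallest p of these fits came without control 17, the control nearest to the ICD samples (2.17, two-sided permutation test, p = 0.00954). The largest came without ICD animal 3 (0.758, p = 0.351 from the same test). The cause was not tested.

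Scaling changed the organism results most. With library totals only, 827 genera differed, 40 higher and 787 lower in ICD, 2 pathogen species and 2 mucin-degrading species were higher, and 26770 functions were higher. The Enterobacteriaceae reversed, to -0.38. The log2 fold change also reversed for Ruminococcus (-1.07), Clostridium (-0.89), Parabacteroides (-0.33), Helicobacter pylori (-0.21), Shigella flexneri (-0.38), Yersinia enterocolitica (-0.68), Bifidobacterium bifidum (-0.83), Bifidobacterium breve (-0.71), Bifidobacterium longum (-0.46), Bacteroides caccae (-0.67) and Ruminococcus torques (-0.053). The shift follows from the scaling, since the median log2 fold change of the tested genera was -1.22 with library totals and -0.0072 with TMM. With Prevotella left out as well, chosen after the data were examined, 85 genera were higher and 585 lower, 2 pathogen species and 4 mucin-degrading species were higher, and the Enterobacteriaceae were at 0.27 and no longer past the threshold. Reversed under that setting were Ruminococcus (-0.49), Clostridium (-0.27), Yersinia enterocolitica (-0.031), Bifidobacterium bifidum (-0.19), Bifidobacterium breve (-0.10) and Bacteroides caccae (-9.1e-06).

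For functions, at least 100 counts in every sample left 5890 functions, of which 4365 differed, 2046 higher and 2319 lower. Of the 7 mucin-degrading enzymes, 1 was then higher in ICD, and alpha-mannosidase (-0.71), beta-galactosidase (-0.079) and sulfatase (-0.14) reversed. Fucose permease fell to 0.34 (adjusted p = 0.00875). With exact enzyme names, 4 of the 7 enzymes were higher in ICD, alpha-mannosidase was at 0.14 (adjusted p = 0.608) and N-acetylglucosaminidase had no value. With no filter on low counts, sialidase was at -0.73 and no longer past the threshold (adjusted p = 0.107). The functions kept by this filter had a median difference of 1.30 under the scaling from all tested functions, so that TMM factors taken from them shift the others downward. Without a filter, 393389 functions differed, 167868 higher and 225521 lower, and with functions summed by description, chosen after the data were examined, 18811 differed, 8681 higher and 10130 lower.

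Of 397 values for single genera, species and enzymes under the alternatives, 354 kept their direction and their side of the threshold, 15 were weaker, 8 stronger and 20 reversed. Alternatives that left fewer features had no value for those that did not pass their filter. Fits with each animal left out in turn are not among these 397 values. They were compared for diversity, shares, PC1, distances, numbers of genera and species past the threshold, the Enterobacteriaceae and the 5 archaeal genera.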

Differences from the paper's values

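The limits set for a difference are 1.5 times for a mean or a number and the standard error for a log2 fold change. The paper's log2 fold decreases of 5 archaeal genera, which it took from an archaeal database, were 0.16 for Methanosarcina, 0.16 for Methanococcus, 0.13 for Methanobacterium, 0.21 for Methanocorpusculum and 0.18 for Methanocella. In the bacterial organism counts used here, the log2 fold decreases were 1.27 for Methanosarcina, 0.045 for Methanococcus, 1.67 for Methanobacterium, 0.77 for Methanocorpusculum and 0.85 for Methanocella. Methanococcus came within the limit of the paper's value without a filter on low counts (0.066) and with at least 100 counts in every sample (0.064), and in 6 of the 24 fits with each animal left out in turn, those without ICD animals 7, 11 or 12 or control animals 15, 16 or 18. It did not with DESeq2, with library totals only or with Prevotella left out. For the other 4 genera, none of these alternatives and none of the 24 fits closed the gap. The paper's log2 fold change of sulfatase, taken from SEED Subsystems, was 1.8, and that of the protein names with sulfatase was 1.36 here. DESeq2, library totals only, at least 100 counts in every sample, exact enzyme names and no filter on low counts did not close that gap, and the nearest of these was 1.48 without a filter. Leaving out each animal was not run for it.

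Also compared were diversity in each group, the number of genera found and different, shares of variance and log2 fold changes of 18 genera. None of these differed by these limits in the main fit. The number of different genera did with at least 100 counts in every sample (394) and without ICD animals 6 and 8 (473). It did not with DESeq2 (518), library totals only (827), Prevotella left out (493) or no filter on low counts (611). With each animal left out in turn it ranged from 461 to 530, which reaches below 473.

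The paper's number of genera with a different level is 732 of 1511, and 495 of 926 tested genera differed here. These sets of genera differ, since a filter on low counts was used here. Among the same 926 genera, 524 are past the threshold in the paper. Of the genera past the threshold both in the paper's Additional file 1 and here, 480 of 481 had the same direction.

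The paper states that transcripts of all of the pathogens were significantly higher in ICD. Here the log2 fold change of Shigella flexneri was 0.73 with an adjusted p of 0.0761, and with DESeq2 its adjusted p was 0.0464. With DESeq2 and no filter on low counts, chosen after seeing the values, it was 0.0603.

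The paper states that all mucin-degrading species apart from Akkermansia were significantly higher in ICD. Here the log2 fold change of Bacteroides caccae was 0.56 with an adjusted p of 0.0657, and with DESeq2 its adjusted p was 0.0420. With DESeq2 and no filter on low counts, chosen after seeing the values, it was 0.0568.

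The paper states that the family Enterobacteriaceae did not expand in ICD. Here its log2 fold change was 0.94 with an adjusted p of 6.8e-05, and -0.38 with library totals as the only scaling.

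The paper states that variation was greater across ICD samples. Here the difference in distance to the centroid was 1.66 with a p of 0.0569, and with the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples it was 4.87 with a p of 0.00135. It was 0.706 (p = 0.964) with the 500 most variable functions, 0.969 (p = 0.0707) with log2 CPM, and 2.25 (p = 0.0399) without ICD animals 6 and 8, which was chosen after seeing the values.

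The paper states that ICD samples 8, 10 and 11 were closer to controls than to other ICD samples. It also names a control 5, a number that no control animal carries in the sample labels used here. The paper's numbers for this clustering may thus not be these animal numbers, and its samples cannot be matched to those below. By mean distance over the abundant genera, every ICD sample here was closer to ICD samples than to control samples. These distances were 11.8 against 14.5 for ICD sample 8, 12.8 against 21.4 for ICD sample 10 and 11.0 against 21.4 for ICD sample 11. They were 15.1 against 15.7 for ICD sample 3. Here ICD samples 3, 5, 7 and 8 grouped with control 17 at 3 clusters, and ICD samples 5, 7 and 8 grouped with the control samples when the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples were used. With the 500 most variable functions, ICD sample 1 grouped with 11 control samples. Over 735 functions typical of controls, the level in ICD animal 1 was a median of 9.76% of that in control 19. This grouping thus cannot be told apart from reads of control 19 in that library. Functions were not clustered without ICD animal 1.

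The shares of variance read by eye from Fig. 2c are about 50% on PC1 and about 11% on PC2, and they were 60.5% and 9.14% here. With the 500 most variable of the 926 genera with at least 10 counts in at least 12 samples, they were 50.0% and 11.9%.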

Other observations

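In this part, the tests of Prevotella, of library size, of cadF, of alpha-fucosidase and of ICD animal 1 and the ratio of fucose permease to Bacteroides alone were chosen only after the result was seen, and the adjustment over 5 ratios and the values of enzymes with library totals were added after the unadjusted results were seen.

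Regrouping the 24 samples at random into 12 and 12 gave smaller results. Of 100 splits, the real one included, 1 gave as many genera past the threshold (495, against at most 111 in another split), and 1 gave as many pathogen species, 1 as many mucin-degrading species and 1 as many archaeal genera in one direction. For the Enterobacteriaceae, 1 of 100 splits gave as large a log2 fold change (0.94, against at most 0.59). Of 40 splits for the protein counts, 1 gave as many functions, 1 as many of the 7 enzymes, and 1 as large a log2 fold change of fucose permease (1.85, against at most 0.95).

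Most genera held a smaller share of counts in ICD, with a median log2 fold change of -1.22 with library totals as the only scaling. With Prevotella counts left out, the median was -0.62, so that Prevotella alone does not account for the shift. With the 10 most abundant genera of ICD left out, the median difference of the other 916 genera was -0.042, and 424 of them had a positive difference. These 10 genera were chosen by their share in ICD, and the counts of the others were rescaled to a new total, which moves the others toward balance, so the shift cannot be told apart from that choice. Relative counts cannot show whether the other genera fell in absolute terms.

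The lower Shannon diversity in ICD was -0.497 with Prevotella left out and -1.22 after subsampling to the smallest total, each with p = 1e-05, so that Prevotella does not account for all of it. Genera under 0.1% of a sample's counts were dropped, so subsampling could hardly move the index and by itself shows little about library size. Organism totals were larger in ICD, with a median of 27010417 against 22174501 in controls, which would add rare genera to ICD samples rather than remove them. With no abundance cutoff, the difference was -1.35 (p = 1e-05).

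Archaeal genera that the paper names from another database are listed among the bacterial organism names. The log2 fold change was -1.67 for Methanobacterium, -1.27 for Methanosarcina, -0.85 for Methanocella and -0.77 for Methanocorpusculum, each past the threshold, and -0.045 for Methanococcus (adjusted p = 0.711). By library totals alone, all 5 were lower and past the threshold. Sulfatase names had a log2 fold change of 1.36 (standard error 0.20, adjusted p = 2.1e-06).

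Genus counts were scaled to each animal's protein total before protein counts were divided by them. The ratio of cadF counts to Campylobacter counts was higher in ICD by 1.83 on the log2 scale (two-sided permutation test, p = 0.00022, adjusted p = 0.00055 over 5 ratios). In 11 of 12 ICD samples it was above the control median. More counts of the genus as a whole thus do not account for all of the increase in cadF. Control animals had between 1 and 245 cadF counts, so their ratios are uncertain. Since cadF was not divided by counts of single Campylobacter species, a change of species within the genus was not excluded. The ratio of alpha-fucosidase to Bacteroides counts was higher by 0.62 (p = 4e-05, adjusted p = 0.0002, 12 of 12 ICD samples above the control median), so that more Bacteroides counts alone do not account for all of it, and its ratio to Bacteroides plus Prevotella counts differed by -0.20 (p = 0.0906, adjusted p = 0.0906 over 2 ratios, 5 of 12 ICD samples above the control median). The ratio of fucose permease to Bacteroides plus Prevotella counts differed by -0.15 (p = 0.173, adjusted p = 0.216, 2 of 12 ICD samples above the control median), and its ratio to Bacteroides counts alone was higher by 0.67 (p = 1e-05, adjusted p = 2e-05 over 2 ratios, 12 of 12 ICD samples above the control median). Both enzymes thus rose by more than Bacteroides counts, and no difference was found in their ratios to both genera together. The outcome depends on the genera that they are divided by. More enzyme transcripts per Bacteroides count could also raise the ratios to Bacteroides, and these ratios cannot tell that from a part played by Prevotella. The paper reports that the 5 species with most alpha-l-fucosidase were all Bacteroides, with higher expression in ICD. The ratio of Shigella flexneri to Escherichia coli counts differed by -0.35 (p = 0.352, adjusted p = 0.352, 4 of 12 ICD samples above the control median), which is consistent with reads shared with Escherichia coli, and that test could not tell shared reads from both species moving together.

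For 3 enzymes, the description with most counts was left out. Alpha-mannosidase then differed by -0.026 in mean log2 CPM (p = 0.898), which is consistent with the increase resting on the description alpha-amylase/alpha-mannosidase. By library totals alone it differed by -0.65 (p = 0.00123), so it was not higher under either scaling. Sialidase stayed lower by -0.91 (p = 0.00098), and by -1.53 by library totals. N-acetylglucosaminidase stayed higher by 1.17 (p = 3e-05), and by 0.55 by library totals.

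Within each group, the share of Bacteroides among the counts outside Prevotella rose with the share of Prevotella. In ICD samples Pearson's r was 0.947 (permutation p = 1e-05, adjusted p = 2e-05 over 2 relations) and Spearman's rho 0.986 (p = 2e-05). In control samples r was 0.877 (p = 0.00168, adjusted p = 0.00168) and rho 0.776 (p = 0.00412). Without the 2 samples farthest from the median share of Prevotella, r was 0.884 (p = 0.00076) in ICD samples and 0.689 (p = 0.0263) in control samples. The number of groups with a negative relation that would fit Prevotella and Bacteroides excluding each other was 0 of 2. If reads of Prevotella were counted on Bacteroides, most Bacteroides species would be expected to rise with Prevotella, and 28.6% of 35 species had an r above 0.5 in ICD samples. Such reads might fall on only a few species, so the relation cannot be told apart from reads of Prevotella counted on Bacteroides.

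Of 1160 functions with a control median of at least 2 CPM and at most 0.1 CPM in each other ICD sample, 89.9% had at least 3 counts in ICD animal 1. Across these functions, which are not independent replicates, the log2 profile of ICD animal 1 had an r of 0.845 with control 19 and 0.604 with control 20, the next highest, a gap of 0.241. Over the 735 of these functions with at least 2 CPM in control 19, the level in ICD animal 1 was a median of 9.76% of the level in control 19, with quartiles of 7.53% and 11.8%. This is consistent with reads from the library of control 19 in that of ICD animal 1, and bacterial strains shared by these animals were not tested. Without ICD animal 1, diversity, the share of counts outside the 10 most abundant genera, the separation on PC1 and the Enterobacteriaceae kept their direction and their side of the threshold, the numbers of genera and species past the threshold stayed within 1.5 times, and heterogeneity of ICD samples moved past the threshold, to 2.27 (p = 0.0165).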
